# Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion

**DOI:** 10.1158/2767-9764.CRC-23-0441

**Published:** 2024-06-11

**Authors:** Jong Hyuk Kim, Ashley J. Schulte, Aaron L. Sarver, Donghee Lee, Mathew G. Angelos, Aric M. Frantz, Colleen L. Forster, Timothy D. O'Brien, Ingrid Cornax, M. Gerard O'Sullivan, Nuojin Cheng, Mitzi Lewellen, LeAnn Oseth, Sunil Kumar, Susan Bullman, Chandra Sekhar Pedamallu, Sagar M. Goyal, Matthew Meyerson, Troy C. Lund, Matthew Breen, Kerstin Lindblad-Toh, Erin B. Dickerson, Dan S. Kaufman, Jaime F. Modiano

## Abstract

Hemangiosarcoma and angiosarcoma are soft-tissue sarcomas of blood vessel–forming cells in dogs and humans, respectively. These vasoformative sarcomas are aggressive and highly metastatic, with disorganized, irregular blood-filled vascular spaces. Our objective was to define molecular programs which support the niche that enables progression of canine hemangiosarcoma and human angiosarcoma. Dog-in-mouse hemangiosarcoma xenografts recapitulated the vasoformative and highly angiogenic morphology and molecular characteristics of primary tumors. Blood vessels in the tumors were complex and disorganized, and they were lined by both donor and host cells. In a series of xenografts, we observed that the transplanted hemangiosarcoma cells created exuberant myeloid hyperplasia and gave rise to lymphoproliferative tumors of mouse origin. Our functional analyses indicate that hemangiosarcoma cells generate a microenvironment that supports expansion and differentiation of hematopoietic progenitor populations. Furthermore, gene expression profiling data revealed hemangiosarcoma cells expressed a repertoire of hematopoietic cytokines capable of regulating the surrounding stromal cells. We conclude that canine hemangiosarcomas, and possibly human angiosarcomas, maintain molecular properties that provide hematopoietic support and facilitate stromal reactions, suggesting their potential involvement in promoting the growth of hematopoietic tumors.

**Significance:**

We demonstrate that hemangiosarcomas regulate molecular programs supporting hematopoietic expansion and differentiation, providing insights into their potential roles in creating a permissive stromal-immune environment for tumor progression.

## Introduction

Canine hemangiosarcoma, a vasoformative tumor originating from bone marrow (BM)-derived progenitor cells, is a common occurrence in dogs, unlike the rare human angiosarcoma (1–4). Tumors from both species exhibit similar histology and natural history of disorganized, tortuous, and dilated blood vessels with high proliferative activity and metastatic potential (5, 6). Molecularly, convergent transcriptional programs involving angiogenesis and inflammation are observed in both canine hemangiosarcoma and human angiosarcoma (7, 8). While the tumor microenvironment (TME) plays a crucial role in tumor cell survival, disease progression, and metastasis through the niche it creates (9), its contribution to the molecular programs of hemangiosarcoma remains incompletely understood. Recent evidence suggests bidirectional interactions between cancer cells and niche cells, where cancer cells re-educate niche cells and vice versa, particularly in maintaining stemness and self-renewal of cancer stem cells in various tumors (9–11), including hematopoietic tumors (12–14).

The hematopoietic niche is composed of osteoblasts and various stromal cells including endosteal, endothelial cells, fibroblasts, nestin-positive mesenchymal stromal cells (MSC), leptin receptor-positive stromal cells, and CXCL12-abundant reticular cells. These cells support hematopoiesis by regulating the proliferation and differentiation of hematopoietic stem and progenitor cells (HSPC) into lineage-committed cells (15). Dysregulation of HSPC function can result in blood disorders (16, 17) and hematopoietic malignancies such as leukemia and lymphoma (18–20).

In the current study, we aimed to elucidate the cellular and molecular properties of hemangiosarcoma. Our findings indicate that canine hemangiosarcoma cells not only have the capability to form vasoformative tumors but also create a niche for expansion and differentiation of blood cells, potentially contributing to the development of hematopoietic tumors.

## Materials and Methods

### Human Tissue Samples

The human angiosarcoma tissue samples used in this study were formalin-fixed and paraffin-embedded, as described previously (8). The samples were obtained from two sources: the University of Minnesota Biological Materials Procurement Network and the Cooperative Human Tissue Network. All sample acquisitions were performed under standardized patient consent protocols.

### Canine Tissue Samples and Cell Lines

Previously established hemangiosarcoma cell lines (SB, COSB, Emma, DD1, JHE, and JLU; refs. 1, 2, 4, 21–23) were used in this study. Canine tissue samples were collected from surgical removals or tumor biopsies at the University of Minnesota (Minneapolis, MN) or private veterinary clinics. Additional hemangiosarcoma cell lines (DHSA-1401, DHSA-1420, and DHSA-1426) and nonmalignant endothelial cell lines from splenic hematomas (DHSA-0806, DHSA-1115, DHSA-1414, and DHSA-1501) were generated and cultured using established methods (1, 2, 22). Passage-6 of DHSA-1401, passage-5 of DHSA-1420, and passage-5 and -14 DHSA-1426 cell were used for xenografts. The passage numbers of the pre-established hemangiosarcoma cell lines were not available after long-term culture because their primary generation. Cell line authentication and *Mycoplasma* testing for canine cells were conducted by IDEXX BioAnalytics. All sample acquisition procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Minnesota (Minneapolis, MN) under protocols 0802A27363, 1101A94713, and 1312-31131A.

### Human and Mouse Cell Lines

Human bone marrow–derived mesenchymal stromal cells (hBM-MSC) were isolated from whole BM purchased from AllCells, as described previously (24–27). M2-10B4 murine BM stromal cells were purchased from the ATCC and maintained following established protocols (25). Samples of human umbilical cord blood (hUCB) were obtained from the ClinImmune Stem Cell Laboratory at the University of Colorado Cord Blood Bank (28).

### Mice and Xenotransplantation

We conducted multiple xenograft experiments using various cell lines and patient-derived tumor sections. First, we injected cultured tumor cells from three hemangiosarcoma cell lines (SB, Emma, and JHE) into NSG mice. Specifically, we injected 5 × 10^6^ SB cells subcutaneously in four mice, and 5 or 10 × 10^6^ SB cells intraperitoneally in 4 mice. In addition, we injected 2 × 10^6^ Emma cells subcutaneously and intraperitoneally in 4 mice each, and 3 × 10^5^ JHE cells subcutaneously in 4 mice.

Next, we injected tumor cells from five hemangiosarcoma cell lines (Emma, DD1, JLU, DHSA-1401, and COSB) into NSG neonates, 1 or 2 days after birth. We injected 5 × 10^5^ Emma, DD1, JLU, or DHSA-1401 cells, or 6.25 × 10^5^ COSB cells intraperitoneally in 50 µL of PBS.

We also injected 5 × 10^6^ cells from three hemangiosarcoma cell lines (JLU, DHSA-1420, and DHSA-1426) in a mixture of 100 µL of PBS and 100 µL of BD Matrigel Basement Membrane Matrix into the subcutaneous space of beige-nude-xid (BNX) mice. For DHSA-1426, we injected tumor cells from passage-5 and passage-14 independently.

We used sections of viable tumors from 4 dogs affected with hemangiosarcoma and implanted them into subcutaneous pockets of 4 mice for each dog. In addition, we implanted sections of non-hemangiosarcoma splenic tissues from 7 dogs into 18 mice as controls. Finally, after visible tumors developed in mice, we serially transplanted the tumors by inoculation of cultured tumor cells in 3 mice or by direct implantation of single-cell suspensions of the tumor in 8 mice.

We monitored the mice for tumor development and sacrificed them when they reached a tumor endpoint, including a mass measuring 1.5 cm in the longest diameter or at the end of a 16-week period after xenotransplantation. Mice were euthanized by cervical dislocation according to the IACUC guidelines. All animal procedures were conducted in accordance with the Research Animal Resources husbandry and care protocols and reviewed and approved by the IACUC of the University of Minnesota (Minneapolis, MN; protocols 1006A84813, 1106A00649, 1306-30712A, and 1311-31104A). A total of 132 mice were used for xenotransplantation procedures, as described in Supplementary Table S1.

### Flow Cytometric Analysis

We used the following antibodies for flow cytometry analysis of xenograft tumors: rat anti-dog CD45-APC (Clone YKIX716.13; AbD Serotec), rat anti-mouse CD45-APC (Clone 30-F11; eBioscience), and mouse anti-human αvβ3 (CD51/CD61)-FITC (Clone 23C6; BD Pharmingen). Isotype controls included rat IgG2b-APC (Clone eB149/10H5; eBioscience) and mouse IgG1 K-FITC (Clone P3.6.2.8.1; eBioscience). Data were acquired using a BD Acuri C6 flow cytometer (BD Biosciences) and analyzed with FlowJo software (version 10.1, Tree Star).

### IHC

IHC staining was conducted at either the BioNet Histology Laboratory, Minnesota Veterinary Diagnostic Laboratory, or Comparative Pathology Shared Resource at the University of Minnesota (Minneapolis, MN). The following antibodies were used: CD3, PAX5, MAC387, CD163, CD204, Iba1, Ter-119, MPO, and CD45. Details of the antibodies used are provided in Supplementary Table S2.

### RNA Sequencing for Gene Expression Profiling

To obtain transcriptomic profiles, we isolated total RNA from xenograft tumor samples using the TriPure Isolation Reagent (Roche Applied Science), followed by clean-up using the RNeasy Mini Kit (Qiagen). We generated RNA sequencing (RNA-seq) libraries with a targeted depth of 20 million paired-end reads (2 × 50 bp) at the UMGC, as described previously (4, 8). We conducted bioinformatic analyses for gene expression profiling as previously reported (4, 8, 29–31). RNA-seq data from human angiosarcoma tissues can be accessed via the Gene Expression Omnibus (GEO) under accession number GSE163359 (8). RNA-seq data from canine hemangiosarcoma tissues are available through the GEO (accession number GSE95183) and the NCBI Sequence Read Archive (accession number PRJNA562916; ref. 8).

### Viral RNA Isolation and Library Generation

To detect RNA viruses, we isolated viral RNA from xenograft tumors using either a Qiagen viral RNA kit or TRIzol followed by the Qiagen viral RNA kit (Qiagen). The isolated RNA was then submitted to the University of Minnesota Genomics Center (UMGC) for viral RNA MiSeq. The Illumina MiSeq generated approximately 1 million paired-end reads (2 × 250) for each sample.

### PathSeq Analysis

The PathSeq algorithm was used to determine transmissible agents in RNA-seq data from dog and mouse samples. The PathSeq algorithm (32) was used to perform computational subtraction of mouse and dog genomes followed by alignment of residual reads to mouse and dog reference genomes and microbial reference genomes (including bacterial, viral, archaeal, and fungal sequences downloaded from NCBI). These alignments resulted in the identification of microbial reads in the data.

Human reads were subtracted by first mapping reads to a database of mouse (mm9) and dog reference genomes (canFam3.1; GCF_000002285) using Burrows-Wheeler Aligner (BWA; Release 0.6.1, default settings; ref. 33), MegaBLAST (Release 2.2.25, cut-off E-value 10^−7^, word size 16) and BLASTN (Release 2.2.25, cut-off E-value 10^−7^, word size 7, nucleotide match reward 1, nucleotide mismatch score −3, gap open cost 5, gap extension cost 2; ref. 34). Only sequences with perfect or near perfect matches to the human genome were removed in the subtraction process. In addition, low complexity and highly repetitive reads were removed using RepeatMasker (version open-3.3.0; ref. 35).

To identify microbial reads, the residual reads were aligned with MegaBLAST to a database of microbial and dog reference genomes. Raw read counts were calculated using the reads that were mapped to *Epstein-Barr virus* (EBV) and *Helicobacter pylori* with at least 90% identity and 90% query coverage. Using the raw read counts, the abundance metric or normalized read count of a given microbe in a sample was calculated as

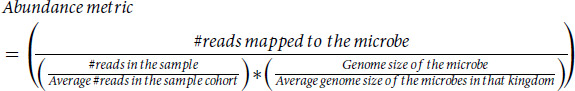

Relative abundance in a given sample was calculated as abundance metric of taxa divided by the total abundance metric at kingdom level of the sample.

### Long-term Culture Initiating Cell and Hematopoietic Colony-forming Unit Assays

We isolated hUCB CD34^+^ cells from 2 patients using the Miltenyi CD34 Microbead Kit and MACS separation column (Miltenyi Biotec), following the manufacturer's instructions. The purity of isolated hUCB CD34^+^ cells was determined by flow cytometry using the following antibodies (all anti-human): CD34-PECy7 (eBioscience), CD43-APC (BD Biosciences), and CD45-APC (BD Biosciences). Sorted hUCB CD34^+^ cells with >92% CD34^+^CD45^+^ were used for subsequent experiments. We seeded M2-10B4, hBM-MSCs, 1426, and Emma in gelatin-coated 24-well plates at a density of 10^5^ cells/well overnight. After inactivation with 10 µg/mL Mitomycin C for 3 hours, 5,000 hUCB CD34^+^ cells were added to each well in Myelocult H5100 (StemCell Technologies) supplemented with 1 µmol/L dexamethasone (Sigma-Aldrich). Gelatin-coated wells without stroma were used as negative controls. Cells were conditioned for 6 weeks at 37°C and 5% CO_2_ with one-half media exchanges every week. At week 5, nonadherent cells from selected wells were harvested, counted, and analyzed for hematopoietic-specific surface antigens using the following antibodies (all anti-human): CD34-PECy7, CD33-APC (BD Biosciences), CD43-APC, and CD45-APC. At the end of the 6-week culture, both nonadherent and adherent cells were collected using 0.05% trypsin supplemented with 2% chicken serum for 5 minutes. Cells were filtered using a 70-µm cell strainer to generate single-cell suspensions and counted. We prepared triplicate CFU assays by seeding 50,000 cells/1.5 mL of semisolid Methocult H4435 Enriched media (StemCell Technologies) in 35 mm culture dishes (Greiner). After 2 additional weeks, the plates were manually scored for total number and phenotype of the CFUs, as described previously (36).

### Statistical Analysis

Pearson and Spearman correlation coefficient was calculated for correlation between two variables. Statistical analysis was performed using GraphPad Prism 10 (GraphPad Software, Inc.) or Microsoft Excel.

### Data Availability

The data generated in this study are publicly available in GEO at GSE163359 and GSE95183, as well as in NCBI Sequence Read Archive (PRJNA562916). Other relevant data generated in this study are available upon request from the corresponding author.

## Results

### Canine Hemangiosarcoma Cells Can Recapitulate the Disease *In Vivo*

We used *in vivo* xenografts to investigate the biological behavior of canine hemangiosarcoma (21, 23, 37–39). Mice were inoculated with canine hemangiosarcoma cell lines or primary tissues, as detailed in Supplementary Table S1. The engraftment efficiency of canine hemangiosarcoma xenografts was found to be low, consistent with findings from previous studies (37, 38). Only cultured DHSA-1426 cells, when injected subcutaneously, consistently generated vasoformative tumors in immunodeficient BNX mice (Fig. 1A and B). The tumorigenic potential of this cell line was maintained over multiple passages, as demonstrated by serial passaging of cells cultured from tumor xenografts into new recipient mice (Supplementary Fig. S1).

**FIGURE 1:**
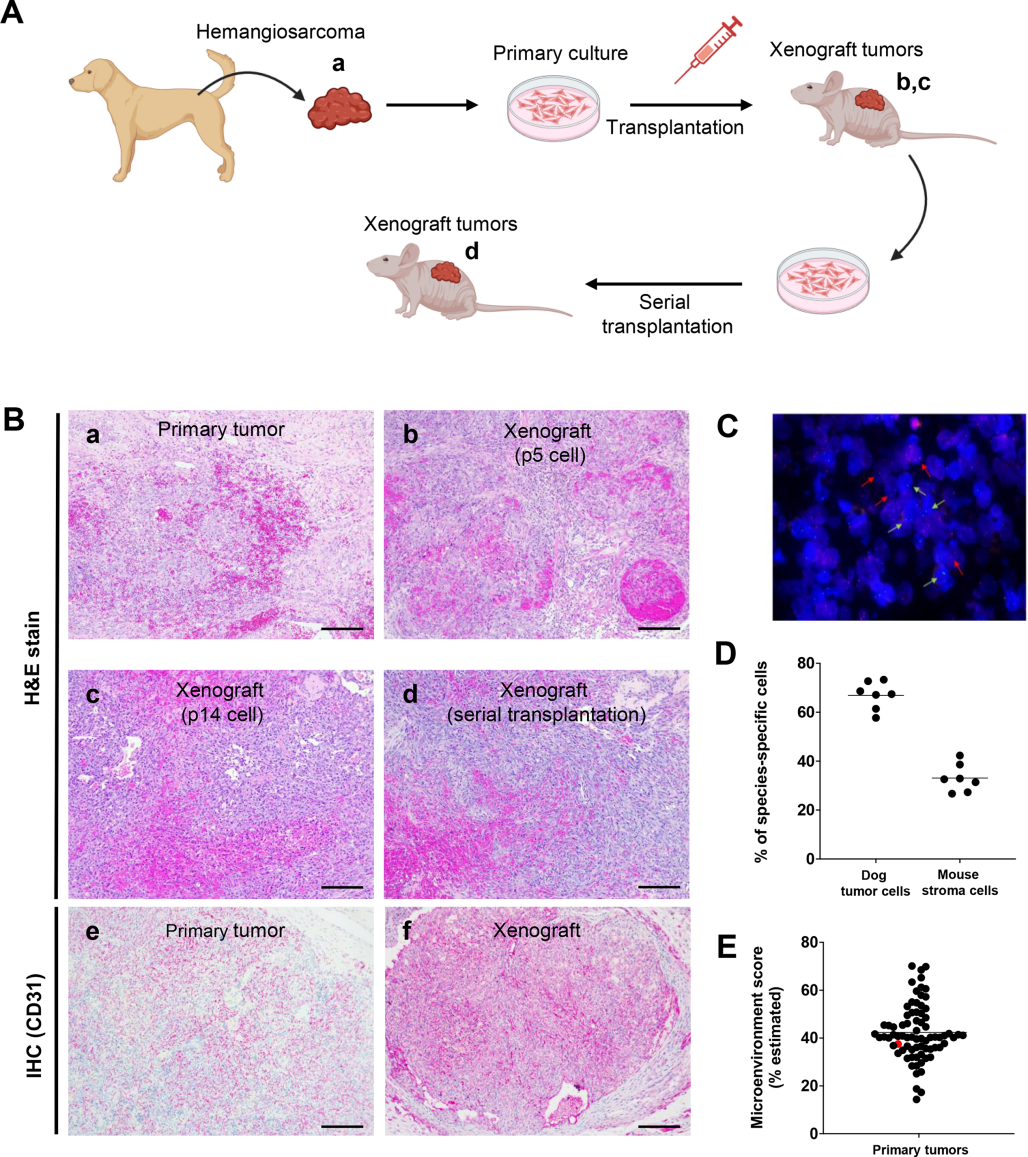
Establishment of xenografts derived from canine hemangiosarcoma in immunodeficient mice. **A,** Schematic illustration depicts process of tumor xenografts in BNX mice. **B,** DHSA-1426 tumor cell line was established from a canine patient diagnosed with hemangiosarcoma (A). Cells from DHSA-1426 passages 5 (p5) and 14 (p14) formed tumors histologically classified as hemangiosarcoma (B and C). Cells cultured from xenograft-derived tumors developed histologically identical tumors after serial transplantation (D). Both the primary tumor (E) and the xenograft tumor (F) were positive for CD31 IHC staining. A–D, Hematoxylin and eosin (H&E) stain. E and F, IHC with an anti-CD31 antibody (alkaline phosphatase conjugates; counterstain = hematoxylin). Bar = 200 µm. **C,** FISH images using canine-specific (*CXCL8*, red) and mouse-specific (X chromosome, green) probes in a canine hemangiosarcoma xenograft transplanted into receptive immunodeficient female mouse hosts. Red and green arrows point to representative xenograft canine tumor cells and mouse stromal cells, respectively, to aid in identification. **D,** Individual points on graph represent relative quantity of donor (dog) and host (mouse) cells in each tumor type. 10–12 fields of pictures at high magnification (400X) per slide were acquired. A total of approximately 1,000 cells in individual xenograft tumor was counted, and the percentages for each species-specific cells are presented. **E,** Dot plot shows microenvironment scores for 76 primary hemangiosarcoma tissues, estimated using RNA-seq data and *xCell* algorithm. The red dot indicates a DHSA-1426 tumor tissue used for xenograft.

To establish the contribution of stromal elements to the formation of canine hemangiosarcoma, we utilized FISH to quantify the presence of both canine and mouse cells in the tumors. Specifically, we employed probes for canine *CXCL8*, as this gene is absent in the mouse genome, and a unique region of the mouse X chromosome, to differentiate between canine and mouse cells, respectively. Our data revealed that the hemangiosarcoma xenografts displayed a complex topological organization, with blood vessels lined by both donor and host cells (Fig. 1C; Supplementary Fig. S2). The hemangiosarcoma tumors were comprised of a mixture of 50%–70% malignant canine cells and 30%–50% mouse stromal cells (Fig. 1D). Furthermore, we sought to quantify the microenvironment components in original hemangiosarcoma tissues using RNA-seq data. Our cell type enrichment analysis revealed a mean microenvironment score of 42%, ranging between 14% and 70% across all 76 tumors. The DHSA-1426 tumor, which was used for the hemangiosarcoma xenograft, contained 37.5% of the estimated microenvironment score (Fig. 1E). These findings highlight the utility of xenografts as a valuable tool for quantifying the contribution of stromal elements to the TME.

To gain a deeper understanding of the involvement of stromal elements in canine hemangiosarcoma xenografts, we analyzed RNA-seq data obtained from cells and xenografts. The RNA-seq data were mapped to a reference genome that included both canine and mouse cells (29). Notably, we observed that the RNA-seq data from the cell lines predominantly mapped to the canine genome, whereas the xenografts exhibited mapping to both the canine and mouse genomes, which was consistent with the results obtained from FISH (Supplementary Fig. S3; Supplementary Table S3).

### Canine Xenografts Generate Lymphomas of Mouse Origin

An unexpected series of findings shed light on the relationship between hemangiosarcoma and inflammation in the microenvironment. Previous studies, including our own, have demonstrated that canine hemangiosarcoma cells can successfully form hemangiosarcomas in athymic nude, NOD, and NSG mice (21, 23, 37–39). However, the studies are all indicative of low tumor take rates. For instance, in one series of transplantations, only two of 35 hemangiosarcoma cases achieved tumor formation in immunodeficient mice (38). In the current study, we noted instances where NSG mice, following inoculation with SB hemangiosarcoma cells or another cell line named Emma-brain (EFB), and BNX mice, following inoculation with tumor fragments derived from sample DHSA-1426 (freshly obtained from a dog with spontaneous hemangiosarcoma), developed exuberant myeloid hyperplasia and/or round cell tumors. Notably, 4 out of 5 mice that received 5 × 10^6^ SB hemangiosarcoma cells intraperitoneally and 1 out of 4 mice that received 2 × 10^6^ EFB cells subcutaneously, succumbed acutely 2 weeks after inoculation, displaying signs of anemia and splenomegaly. Histologic examination revealed that the spleens of these mice were expanded by monomorphic populations of hematopoietic cells (Fig. 2A and B). Upon further analysis, the cells were determined to be of mouse origin and represented erythroid progenitors (Ter-119+), with a few canine hemangiosarcoma cells admixed in the population (Fig. 2C–F). However, we were unable to definitively establish whether these cells had undergone malignant transformation.

**FIGURE 2:**
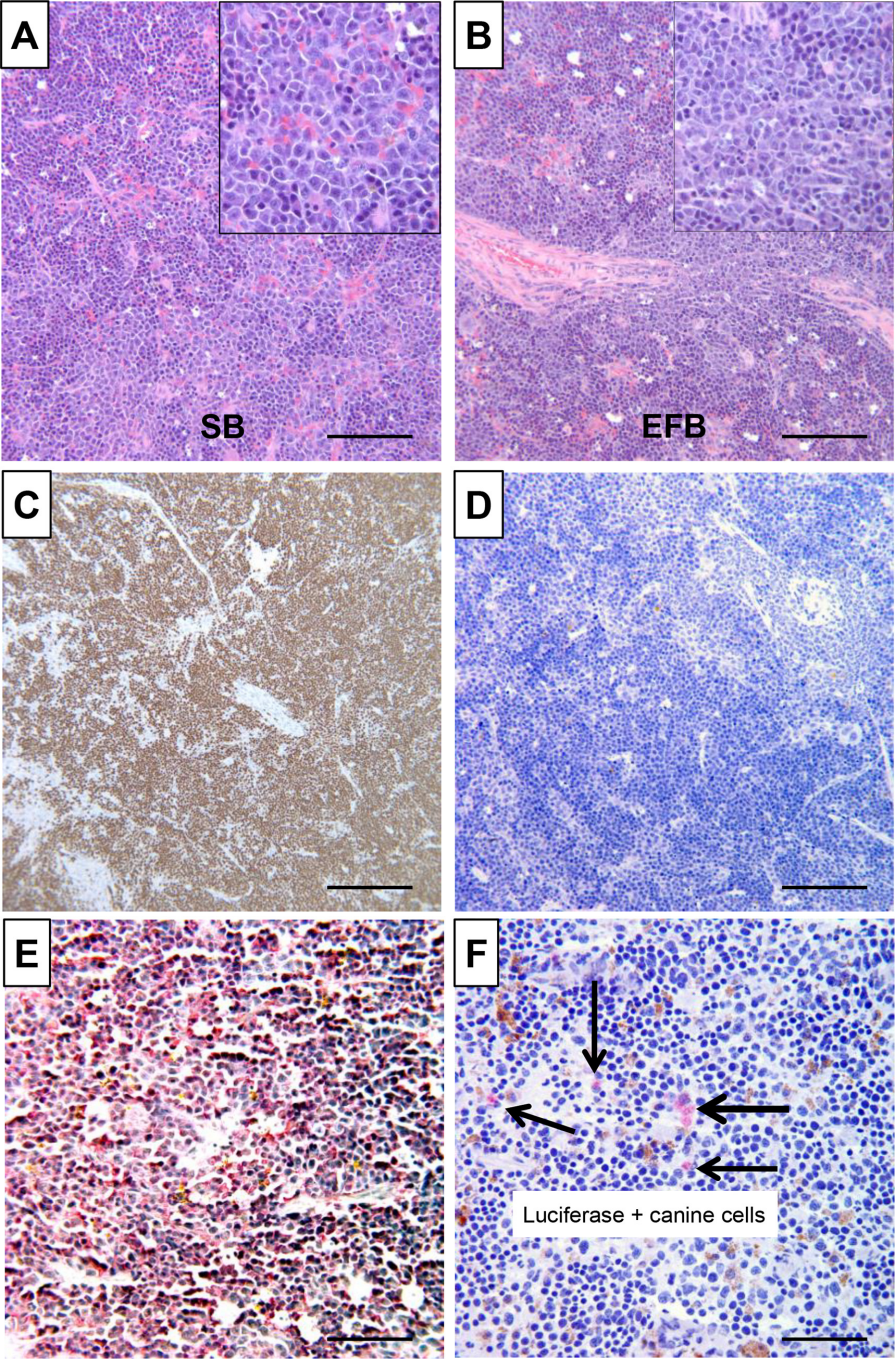
Hematopoietic expansion derived from adoptive transplantation of canine hemangiosarcoma in immunodeficient mice. **A** and **B**, Xenotransplantation of canine hemangiosarcoma cell lines created exuberant myeloid hyperplasia in mouse spleens. Representative photomicrographs show histopathology by H&E staining of spleens from NSG mice transplanted with hemangiosarcoma cell lines SB (A) and EFB (B). **C,** Immunoreactivity of anti-mouse Ki-67 (Tec-3) antibody shows strongly positive signal in proliferating cells in the spleen. **D,** Immunostaining of anti-human (and canine cross-reactive) Ki-67 (MiB-1) antibody shows lack of positive staining among proliferating cells. **E,** The proliferating cells are immunoreactive with anti-mouse Ter-119 antibody. **F,** SB cells expressing Luciferase are detected in mouse spleen (arrows). Images shown in C, D, E, and F are from IHC staining done in mice inoculated with SB cells modified to express GFP and firefly Luciferase. Horseradish peroxidase (for Ki-67 stains) and alkaline phosphatase (for Ter-119 and Luciferase) conjugates were used. Counterstain = hematoxylin. A–D: Bar = 200 µm; E–F: Bar = 50 µm.

Three of 4 mice that received DHSA-1426 tumor fragments, representing first-generation canine patient-derived xenograft (CPDX), developed tumors in multiple organs, including spleen, lymph nodes, meninges, cerebrum, and mesentery, 12 weeks after implantation. However, the morphology of these tumors resembled that of round cell tumors (Supplementary Fig. S4A and S4B). IHC analysis showed that the tumor cells expressed CD45, B220, and Pax5, but did not express CD3, Ter-119, and MPO (Supplementary Fig. S4C–S4H), indicating a mouse B-cell origin. To further verify the mouse origin of these cells, flow cytometry was conducted, revealing positive staining for mouse CD45, but not for canine CD45 or human αVβ3-integrin (CD51/CD61), which exhibits cross-reactivity with canine, but not with mouse αVβ3-integrin (Supplementary Fig. S5). Furthermore, RNA-seq data from the mouse round cell tumors demonstrated a near-complete alignment with the mouse genome, consistent with the findings from flow cytometry (Supplementary Fig. S3), thereby indicating that the tumors were derived from mouse cells.

The malignant B cells demonstrated the ability to undergo serial passage and establish B-cell lymphomas in recipient BNX mice independently, without the requirement for canine hemangiosarcoma cell support (Supplementary Fig. S6). Intriguingly, similar results were obtained when single-cell suspensions derived from fresh tumor fragments of canine hemangiosarcoma xenografts were inoculated into BNX recipients, representing second-generation CPDX derived from a first-generation cell line tumor. The resulting tumors of mouse B-cell origin displayed comparable morphology and were likewise amenable to serial passage in BNX mice.

The potential etiology of these tumors was perplexing. To investigate the possibility of a transmissible, infectious agent as the cause of these tumors, we sequenced RNA from the xenografts and used the PathSeq platform for analysis. However, no bacterial or viral sequences with tumorigenic potential were identified in the xenografts or in the primary or metastatic canine hemangiosarcoma tumor samples or cell lines. While a recent study reported an association between *Bartonella spp*. and canine hemangiosarcoma (40, 41), only 10 of 24 dogs tested in our study had detectable *Bartonella spp*. sequences, and these were present in low abundance (Supplementary Table S4). Furthermore, four of the samples contained sequences from *B. bacilliformis, B. grahamii*, or *B. tribocorum*, which infect humans and rats, respectively, and are not known to infect dogs as primary or accidental hosts (42, 43). Three of the remaining 6 dogs had sequences for *B. clarridgeiae*, and 3 had sequences for multiple *Bartonella spp.*, including human and rodent-specific types. The low abundance and the presence of sequences from organisms that do not infect dogs suggest that the *Bartonella spp.* sequences were contaminants.

Furthermore, we identified murine leukemia virus (MuLV) reads in mouse B-cell lymphomas that arose from the hemangiosarcoma xenografts through independent viral RNA-seq and PCR experiments (Supplementary Table S5). However, MuLV sequences were detected in normal mouse tissues (liver and spleen), as well as in two subcutaneous canine hemangiosarcoma xenograft tumors. MuLV was also found in SB hemangiosarcoma cells that had been previously passaged through mice as hemangiosarcomas. These findings indicate the transferability of MuLV sequences to xenografted tumors but are insufficient to support any conclusion regarding the role of a virus(es) as the transforming agent(s) responsible for the development of mouse lymphomas.

### Human and Canine Hemangiosarcoma Tissues Show Evidence of Immune Cells

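RNA-seq gene counts of 13 human angiosarcomas and 6 non-malignant human tissue samples were used. The paper's methods describe the human angiosarcoma tissues as formalin-fixed and paraffin-embedded, and the sample labels describe all 19 samples as frozen tissue. The authors deposited raw counts of sequenced fragments for 60675 gene rows, listed by gene name, without normalization. The paper's text refers to earlier reports for the alignment and counting of the human data and does not name the genome build, the aligner, or the annotation. Total counts per tumor ranged from 50681000 to 89909378 with a median of 65440816, and total counts per control ranged from 44689932 to 73898070 with a median of 63038792. Rows whose gene name occurred more than once (2113 rows) and rows whose name had been turned into a date (24 rows) were left out, which removed between 0.164% and 0.837% of the counts of a sample and left 58538 rows. No pair of samples within a group differed by as little as sampling noise, since the lowest chi-square per degree of freedom of any pair was 329.71, so no library was entered under 2 names within a group. Samples from a single patient would also differ by more than this noise, and whether any are was not examined. Tumors and controls were compared with edgeR's quasi-likelihood test after TMM normalization, on the 22890 genes that passed edgeR's filter on low counts. Scores within the tumors were means of mean-centered log2 CPM (counts scaled to the normalized library size) over lists of marker genes, with a prior count of 2 added before the log was taken. The paper does not state which tumors formed its immune-high and immune-low groups, so all 13 tumors were kept as a single group and the comparison between those groups was not repeated. The organ labels of several controls did not match the genes that were abundant in them, so results that rest on the organ of a control carry that limit. The canine tumors were not analysed here.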

We reanalyzed RNA-seq data obtained from both canine hemangiosarcoma and human angiosarcoma samples, with the aim of investigating the presence of immune cells within the TME. To identify coexpressed genes, we used an unbiased approach called GCESS (Gene Cluster Expression Summary Score; ref. 30). 

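GCESS groups genes whose levels rise and fall together across tumors and summarizes each group as a score per tumor. A comparable clustering was run on the 13 human angiosarcomas with average linkage on mean-centered log2 CPM, as in the heat maps of Fig. 3. The paper's text does not give the filter or the level at which the tree was divided for the human tumors, so genes with an SD of at least 1 across tumors were clustered and the tree was divided at a correlation of 0.5. The 3663 genes formed 164 clusters. The cluster with the most genes of a 12-gene leukocyte list held 437 genes and was also the largest of all clusters. It contained 9 of the 12 leukocyte genes, 9 of the 9 clustered T-cell genes, and 8 of the 11 clustered macrophage genes. It contained 0 of the 7 clustered endothelial genes, 1 of the 9 clustered angiogenic factor genes, and 0 of the 5 clustered granulocyte genes. The filter on low counts demanded expression in nearly every tumor and left 2 of the 12 B-cell genes to be clustered, of which 1 was in the cluster. When the values of each gene were shuffled across tumors, 0 of 100 shuffles gave a cluster as large, and the largest comparable cluster held 32 genes with at most 3 leukocyte genes. These shuffles remove all coexpression, so any large group of genes that vary together would exceed them. They show only that unrelated genes would not form such a cluster. The mean-centered level of the 437 genes, averaged within each tumor, ranged from -2.44 to 1.94 on the log2 scale. The size of the cluster depended most on the level at which the tree was divided, with 834 genes at a correlation of 0.3 and 141 genes at a correlation of 0.7. When genes with an SD of at least 0.5 were clustered, it held 527 genes and was not the largest cluster, which held 740.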

Notably, the highest expression of these immune signature genes was observed in the inflammatory subtype of canine hemangiosarcoma (Supplementary Fig. S7). We next segregated human angiosarcomas into tumors with high and low immune scores (“immune-high” vs. “immune-low”) and identified 461 upregulated genes (*P*_adjusted_ < 0.05) in the immune-high group compared with immune-low group (Fig. 3A). Fifty-eight of these genes were also found in canine inflammatory hemangiosarcomas, and they were associated with T- and B-cell activation (Fig. 3B and C). This approach allowed us to identify a common immune signature in both human and canine tumors.

**FIGURE 3:**
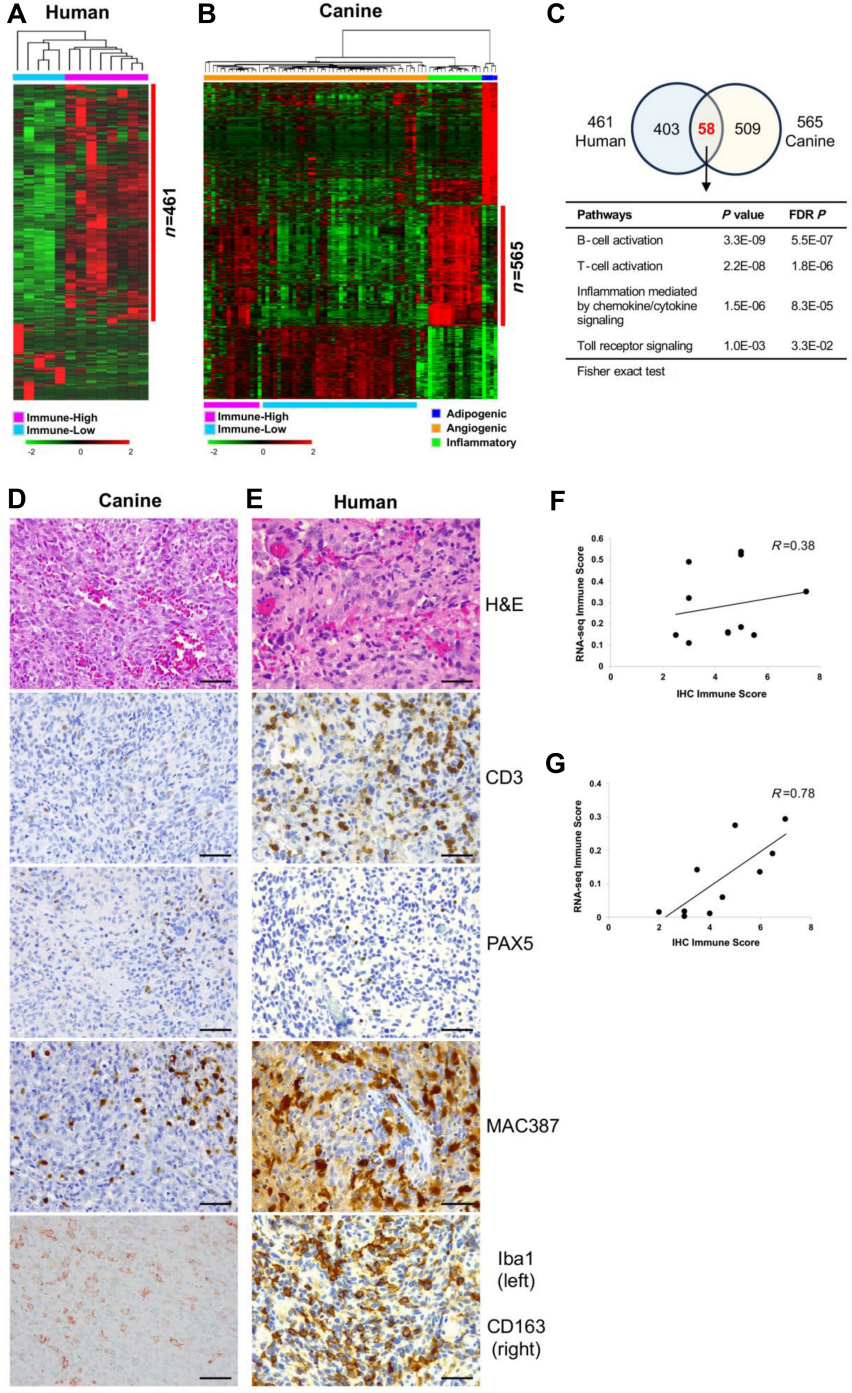
Immune cell infiltration and comparative immune signatures between canine hemangiosarcoma and human angiosarcoma. **A,** A total of 461 upregulated genes were identified in immune-high (*N* = 8) compared with immune-low (*N* = 5) groups in human angiosarcomas (FDR *P* value < 0.05). **B,** 567 immune gene signatures were identified among three molecular subtypes of canine hemangiosarcomas (*N* = 76; FDR *P* value < 0.001; fold change > 3). The heat maps show upregulated (red) and downregulated (green) genes by unsupervised hierarchical clustering (average linkage; mean-centered; log_2_ transformed). **C,** Venn diagram shows 58 common genes associated with signaling pathways of immune cell functions between human and canine tumors. Representative photomicrographs of H&E and IHC staining showing histologic morphology and immune cell infiltration in canine hemangiosarcoma (**D**) and human angiosarcoma tissues (**E**) using anti-CD3, anti-PAX5, anti-MAC387, and anti-Iba1 (for canine) or anti-CD163 (for human) antibodies for detecting T cell, B cell, and macrophages. Horseradish peroxidase (counterstain = hematoxylin) or alkaline phosphate (for Iba1; counterstain = methylene blue). Bar = 50 µm. Scatter plots display correlation between transcriptional and IHC immune score in canine hemangiosarcoma (**F**) and human angiosarcoma (**G**). Spearman correlation coefficient (*R*) was calculated.

To confirm whether the inflammatory gene signatures were originating from the malignant cells themselves or from inflammatory cells within the tumors, we employed bioinformatics tools and immunostaining techniques. Tumor purity was assessed using ESTIMATE and immune scores were assigned to each tumor using *xCell*. Both tools yielded consistent scores (Supplementary Fig. S8A and S8B). As expected, we found a correlation between immune scores and the predominant transcriptional phenotype of the tumor in both canine and human samples (Supplementary Fig. S8C–S8F). Specifically, angiogenic tumors exhibited low immune scores, whereas inflammatory tumors exhibited high immune scores.

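The xCell and ESTIMATE scores were not recomputed here, and the level of leukocyte RNA in each human angiosarcoma was summarized as the mean-centered log2 level of 12 leukocyte genes, including PTPRC and CORO1A. This leukocyte score ranged from -2.61 to 1.80 across the 13 tumors, with an SD of 1.53. Genes of a shared cell type vary together, so their score varies more than that of unrelated genes, and among the 11 scores compared with it the SD was larger for the T-cell (2.28), granulocyte (2.08), adipocyte (1.95), epithelial (1.93), and B-cell (1.82) scores. The score of 12 endothelial genes tended to be lower where the leukocyte score was higher, but not beyond the variation between tumors (Pearson r = -0.477, p = 0.10, adjusted p = 0.22; Spearman rho = -0.505, p = 0.081, adjusted p = 0.18; two-sided permutation tests, n = 13 tumors). Without the 2 tumors farthest from the median leukocyte score, r was -0.109 (permutation p = 0.74), so the tendency rests on those 2 tumors. Without tumor 2, r was -0.669 (adjusted p = 0.039, permutation test). The score of 10 angiogenic factor genes showed no detectable relation to the leukocyte score (Pearson r = -0.073, p = 0.81, adjusted p = 0.81; Spearman rho = -0.126, p = 0.68; permutation tests), and its sign changed when any 1 of 4 tumors was left out. Adjusted p-values are Benjamini-Hochberg values over the 11 scores compared with the leukocyte score. No sequencing batch is given for these samples, and the leukocyte score showed no detectable relation to the total counts (r = 0.254, permutation p = 0.41). The paper states that angiogenic tumors had low immune scores and inflammatory tumors had high immune scores.

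**Figure D1:**
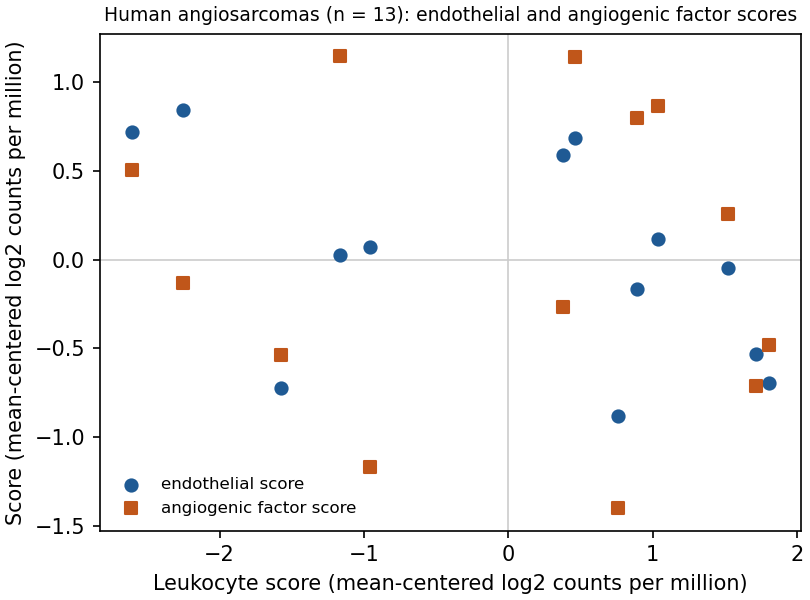
Endothelial scores (circles) and angiogenic factor scores (squares) against the leukocyte score for each of the 13 human angiosarcomas, all as mean-centered log2 CPM. The endothelial points fall slightly from left to right (r = -0.477), and the angiogenic factor points show no clear slope (r = -0.073).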

To further validate that the observed immune signatures were the result of immune and inflammatory cells present within the tumors, we performed IHC staining on sections from 11 canine hemangiosarcomas and 10 human angiosarcomas. Antibodies against T cells (CD3), B cells (Pax5), myeloid cells (Mac387), and macrophages (Iba1 for canine; CD163 for human) were used; CD3^+^ T cells, Pax5+ B cells, Mac387+ myeloid cells, and Iba1+ or CD163^+^ macrophages were present in both canine and human tumors (Fig. 3D and E). Myeloid cells were the most abundant, while T cells varied in frequency from rare to abundant, and B cells were infrequent. Importantly, the distribution of inflammatory cells was diffuse throughout the tumor tissue. Furthermore, there was a direct correlation between xCell immune scores and IHC scores for both canine (Spearman *R* = 0.38; *P* = 0.255) and human (Spearman *R* = 0.78; *P* = 0.011) samples that were examined (Fig. 3F and G). These findings provide evidence that the observed immune signatures in both canine and human tumors are likely attributed to the presence of immune and inflammatory cells within the TME.

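In the RNA-seq data of the 13 human angiosarcomas, scores of lineage-restricted genes were set beside the leukocyte score, with no gene shared between the leukocyte list and the lineage lists. T cells, B cells, macrophages, and granulocytes are themselves leukocytes, so positive relations were likely in advance even without shared genes. The values show which lineages varied with the score, and are no separate evidence that immune cells were present. The T-cell score of 12 genes, including CD3E, rose with the leukocyte score (Pearson r = 0.928, adjusted p = 0.00011, from a raw p of 1e-05, the smallest that 100000 permutations can give; Spearman rho = 0.901, adjusted p = 0.00099). The relation held without the 2 tumors farthest from the median leukocyte score (r = 0.872, permutation p = 0.00039). The macrophage score of 12 genes, including CD163, also rose with the leukocyte score (r = 0.805, p = 0.0014, adjusted p = 0.0077; rho = 0.846, adjusted p = 0.002; permutation tests), and r was 0.708 without the 2 farthest tumors (permutation p = 0.017). For the B-cell score of 12 genes, including PAX5, r was 0.771 (p = 0.0026, adjusted p = 0.0097) while rho was 0.632 (adjusted p = 0.068; permutation tests), and without the 2 farthest tumors r was 0.601 (permutation p = 0.051), so the relation rests in part on those tumors. For the granulocyte score of 10 genes, including S100A9, r was 0.622 (p = 0.016, adjusted p = 0.043; rho = 0.698, adjusted p = 0.036; permutation tests), and it did not hold without the 2 farthest tumors (r = 0.513, permutation p = 0.11). With the mean rank of the genes within each tumor in place of log2 values, r was 0.848 for the B-cell score (adjusted p = 0.0034, permutation test). The granulocyte r was 0.569 with these ranks (adjusted p = 0.086, permutation test). On log2 values, the granulocyte relation passed the threshold in 4 of 13 fits that left out 1 tumor. With each tumor left out in turn, r stayed between 0.907 and 0.950 for the T-cell score and between 0.753 and 0.899 for the macrophage score. The B-cell r stayed between 0.715 and 0.818 in these fits. The scores of erythrocyte, adipocyte, epithelial, skeletal muscle, and proliferation genes had r between -0.297 and 0.355, with adjusted p-values of 0.43 or more. From the correlation of immune scores with immunostaining and the immune cells seen in the sections, the paper proposes that the immune signatures came from immune and inflammatory cells within the tumors.

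**Figure D2:**
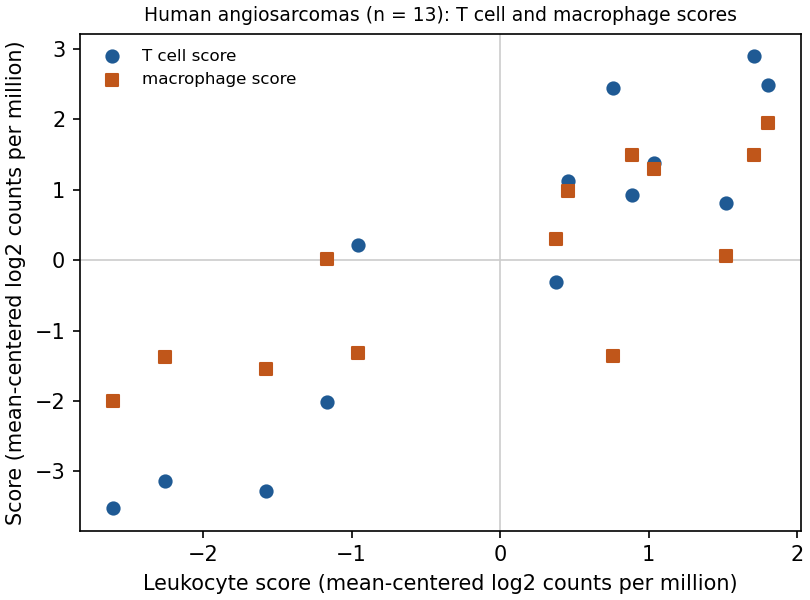
T-cell scores (circles) and macrophage scores (squares) against the leukocyte score for each of the 13 human angiosarcomas, all as mean-centered log2 CPM. Both scores rise with the leukocyte score (r = 0.928 and r = 0.805).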

### Canine Hemangiosarcoma Cells Promote Hematopoiesis and Express Hematopoietic Cytokines

To determine whether hemangiosarcoma cells were functionally sufficient to expand hematopoietic progenitor cells (HPC) *in vitro*, we conducted long-term culture initiating cell assays using DHSA-1426 and EFB canine hemangiosarcoma cells, to assess their potential in promoting and maintaining hematopoiesis in CD34^+^ human umbilical cord blood HPCs. Mouse M2-10B4 and human BM-derived MSCs were used as positive controls, while HPCs cultured without feeder cells served as a negative control. Remarkably, DHSA-1426 cells were found to promote expansion of human CD34^+^ HPCs with at least comparable, if not superior, efficiency compared with conventional mouse or human feeder cells, and resulted in comparable proportions of hematopoietic cell differentiation *in vitro* across all lineages (Fig. 4; Supplementary Fig. S9). Similar results were observed with EFB cells, albeit with slightly more limited expansion and differentiation.

**FIGURE 4:**
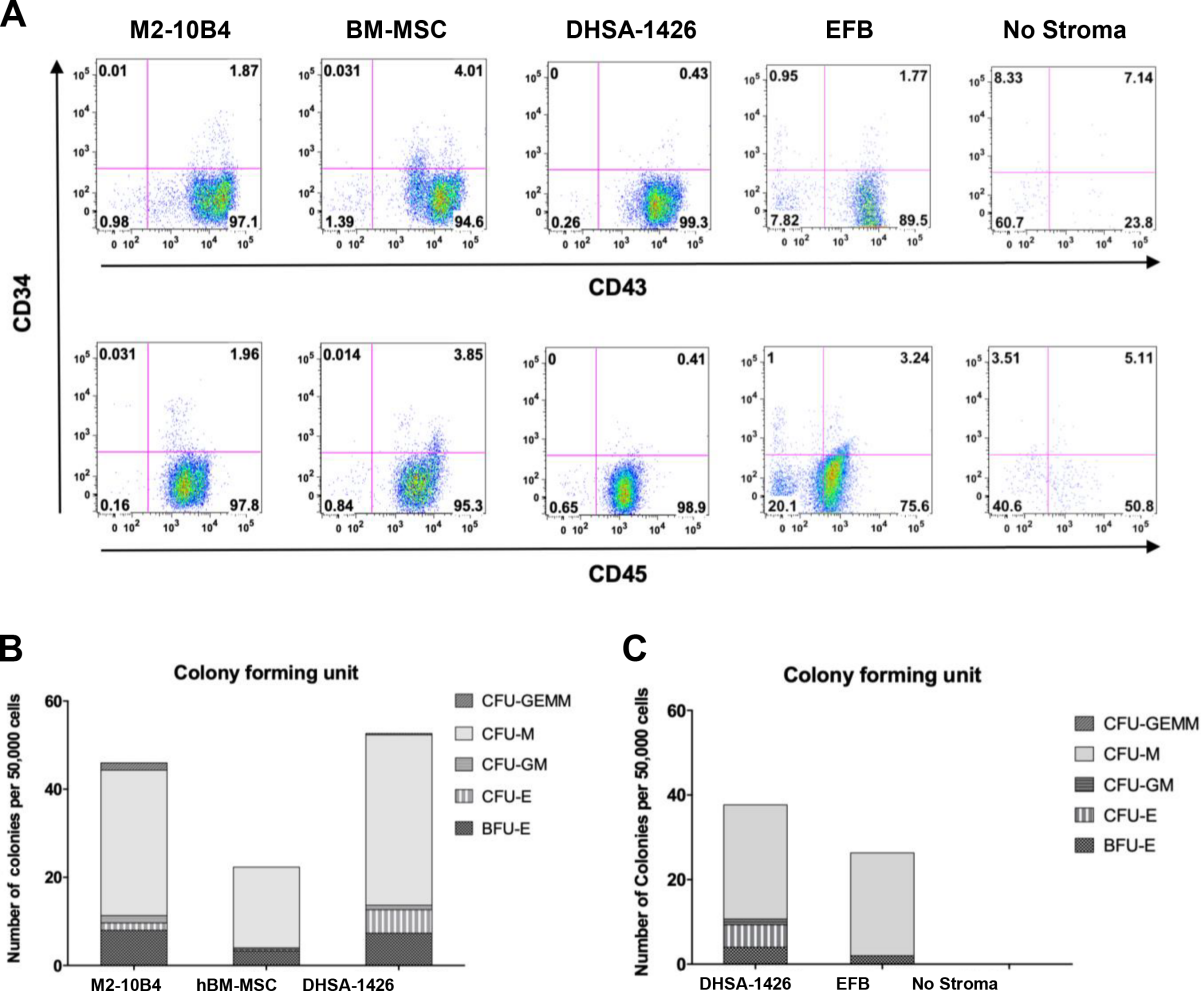
Hematopoietic support and stromal regulation of canine hemangiosarcoma cells. **A,** Flow cytometric data depict populations of cells expressing CD43 and CD45 differentiated from CD34^+^ hUCB cells. CD34^+^ hUCB cells were pooled from 2 patients. M2-10B4, hBM-MSCs, and canine hemangiosarcoma cells (DHSA-1426 and EFB) were seeded on gelatin-coated 24-well plates at a density of 1 × 10^5^ cells/well. Gelatin-coated wells without stroma served as a negative control. Surface antigens CD34, CD43, and CD45 were analyzed at week 5. **B** and **C**, Bar graphs illustrate number of different colonies formed by hUCB CD34^+^ cells cocultured with feeder cells. Both DHSA-1426 and EFB canine hemangiosarcoma cell lines expanded hUCB CD34^+^ cells similarly to the M2-10B4 and hBM-MSC positive control lines, while gelatin-coated wells alone failed to support expansion. Burst-forming unit-erythroid (BFU-E), CFU (colony-forming unit)-Erythroid (CFU-E), CFU-granulocyte/macrophage (CFU-GM), CFU-macrophage (CFU-M), and CFU-granulocyte/erythroid/macrophage/megakaryocyte (CFU-GEMM) were determined for CFU assay.

To further explore the molecular properties that govern hematopoiesis, we analyze RNA-seq gene expression data from DHSA-1426 hemangiosarcoma cells compared with nonmalignant endothelial cells. Our analysis revealed 2,391 differentially expressed genes (DEG), with 1,034 genes upregulated and 1,357 genes downregulated in DHSA-1426 cells (*P*_adjusted_ < 0.01; log_2_ fold change >|2|; Fig. 5A). Gene Ontology enrichment analysis highlighted the involvement of these genes in key biological processes including blood vessel morphogenesis, angiogenesis, cell differentiation, and extracellular matrix organization (Fig. 5B). Notably, DHSA-1426 cells exhibited an enrichment of marker genes for endothelial progenitors, such as *PECAM1*, *TIE1*, and *KDR* (Supplementary Fig. S10). Moreover, we observed a significant increase in cytokine genes associated with the regulation of HSPCs including *CSF3*, *IL6*, and *IL8* in DHSA-1426 cells (Fig. 5C). We then investigated whether stromal cells in xenograft tumors express genes encoding receptors for these hemangiosarcoma-secreting cytokines. Our RNA-seq data enabled the identification of canine- and murine-specific genes in the xenograft tissues (Supplementary Fig. S3; Fig. 5D). Using these data, we discovered that hemangiosarcoma xenografts significantly increased murine-specific receptor genes, *Csf3r*, *Il6ra*, and *Cxcr2*, which bind to *Csf3*, *Il6*, and IL8 homologous genes (*Cxcl1*, *Cxcl2*, and *Cxcl5*), compared with mouse lymphomas (Fig. 5E). Furthermore, the expression of receptor genes was higher than that of their respective cytokine genes in the hemangiosarcoma xenografts. This indicates strong intercellular interactions and potential signal transduction in close proximity between donor canine hemangiosarcoma cells and host mouse stromal cells within the tumors, supporting the findings in our FISH data (Fig. 1C; Supplementary Fig. S2).

**FIGURE 5:**
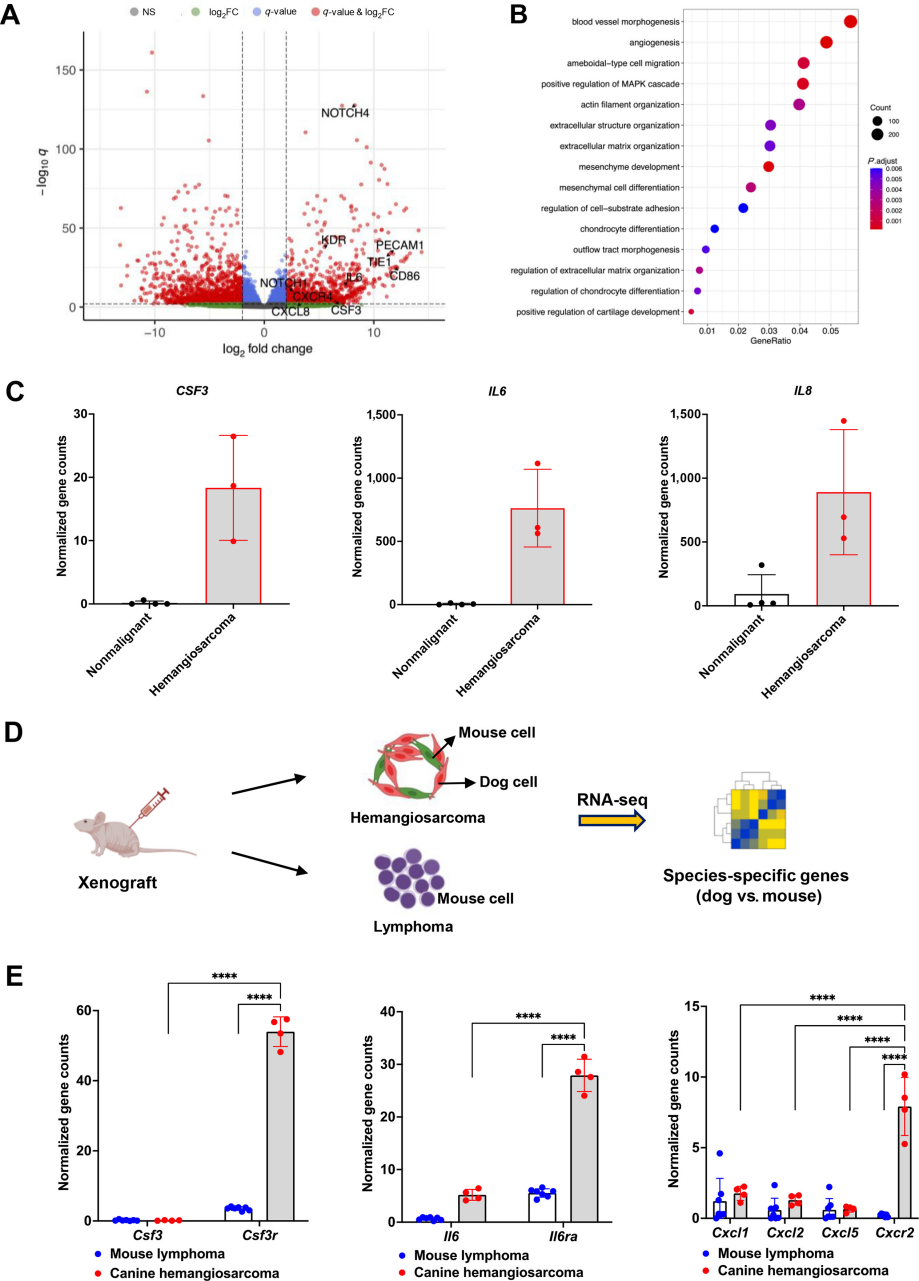
Gene expression analysis in DHSA-1426 hemangiosarcoma cells and xenograft tumors using RNA-seq data. **A,** The volcano plot visualizes 2,391 significant DEGs (1,034 upregulated and 1,357 downregulated) in DHSA-1426 cells (*n* = 3) compared with nonmalignant endothelial cells (*n* = 4; *q*-value < 0.01; log_2_ fold change > |2|). The DEGs are indicated by red dots. NS = not significant; log_2_FC = log_2_ fold change. **B,** Gene Ontology enrichment analysis depicts biological processes associated with significant DEGs. *P*, adjust = adjusted *P*-value. **C,** Bar graphs present normalized gene expression values of *CSF3*, *IL6*, and *IL8* in RNA-seq data generated from canine nonmalignant endothelial cells (*n* = 4) and DHSA-1426 hemangiosarcoma cells (*n* = 3). **D,** Schematic illustration visualizes the experimental steps for species-specific gene expression analysis of xenograft tumors using RNA-seq data. **E,** Bar graphs show the expression of mouse-specific genes in RNA-seq data generated from xenograft tumor tissues of canine hemangiosarcoma (*n* = 4) and mouse lymphoma (*n* = 7). A two-way ANOVA test was conducted to compare the means between groups. ****, *P* < 0.0001

Altogether, our data suggest that hemangiosarcoma cells regulate hematopoiesis and tumor stromal cells through the release of immune cytokines, potentially contributing to the creation of their distinctive vascular and immune niche.

## Discussion

Vasoformative sarcomas are aggressive tumors with uncertain cellular origin, proposed to arise from a multipotent BM cell or lineage-committed endothelial progenitor cells in humans, dogs, and mice (1–4, 8). While human angiosarcomas and canine hemangiosarcomas have a limited shared mutational spectrum, primarily in visceral forms of the disease and human breast angiosarcomas, convergent transcriptional programs characterized by deregulation of PI3K pathways are activated in tumors of both species, as well as in zebrafish (8, 44–50).

The transcriptional landscape of human angiosarcoma and canine hemangiosarcoma is strongly proangiogenic. However, a subset of tumors in both species exhibit robust transcriptional immune and inflammatory signatures that correlate with the presence of T cells and macrophages. 

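Expression in the 13 human angiosarcomas was compared with that in the 6 non-malignant tissue samples. The controls came from different organs, so tissue of origin and malignancy were partly confounded. At a Benjamini-Hochberg adjusted p below 0.05, 1412 genes were higher and 2528 genes were lower in the tumors. The setting that moved this result most was a fit to the lung and breast samples alone with organ as a term, in which 0 genes passed the threshold and 3498 genes had an unadjusted p below 0.05. This fit had 4 tumors and 2 controls, 1 control per organ, too few to separate a lost effect from lost power, and the log2 fold changes of the 4 genes named below were 3.86 (TIE1), 2.68 (KDR), 2.01 (PECAM1), and 5.46 (ANGPT2) in it. All 12 genes of an endothelial list fixed beforehand had a positive log2 fold change, with a median of 1.81. Angiosarcomas are tumors of vessel-forming cells, so higher endothelial genes were likely in advance and are no test of angiogenic activity. Counts of whole tissue cannot separate a larger share of endothelial cells from higher expression per cell, for this list or the next. Of these, 6 passed the threshold over all genes tested and 7 passed it adjusted over the list alone. In a list of 10 angiogenic factor genes, 9 had a positive log2 fold change, and the median over the list was 2.61. The threshold was passed by 6 genes, both over all genes and adjusted over the list alone: ANGPT2, ESM1, PGF, DLL4, NRP2, and FLT4. Not called were VEGFA, the only negative gene (log2 fold change -0.177), VEGFC (0.376), PDGFB (1.369), and APLN (2.038). As sets, both lists were higher in the tumors by limma's camera test with a preset correlation (adjusted p = 3.38e-07 for the endothelial and 4.32e-05 for the angiogenic factor list, over 14 lists). Both calls held under fry (adjusted p = 0.000464 and 0.000311), and neither held when the correlation between genes was estimated from the data (adjusted p = 0.135 for both). TIE1, on chromosome 1 of GRCh38 from 43300982 to 43323108, encodes an endothelial receptor and had 469 ± 170 CPM in tumors (SD, n = 13) and 41.1 ± 32.2 in controls (SD, n = 6). Its log2 fold change was 3.51 (standard error 0.471, adjusted p = 0.00055 from edgeR's quasi-likelihood test), and every tumor was above every control. KDR, which encodes a VEGF receptor and lies on chromosome 4 from 55078481 to 55125595, had 914 ± 1060 CPM in tumors and 56.6 ± 48.1 in controls, a log2 fold change of 4.01 (standard error 0.723, adjusted p = 0.0018 from the same test). PECAM1, on chromosome 17 from 64319415 to 64413776, had 1392 ± 699 CPM in tumors and 327 ± 233 in controls, a log2 fold change of 2.09 (standard error 0.483, adjusted p = 0.0070). ANGPT2, on chromosome 8 from 6499632 to 6563409, had 181 ± 155 CPM in tumors and 11.5 ± 12.0 in controls, a log2 fold change of 3.98 (standard error 0.828, adjusted p = 0.0038). The adjusted p of each of these 4 genes stayed under 0.05 in all 19 fits that left out 1 sample. Positions were taken from the GENCODE annotation of GRCh38 by gene name.

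**Figure D3:**
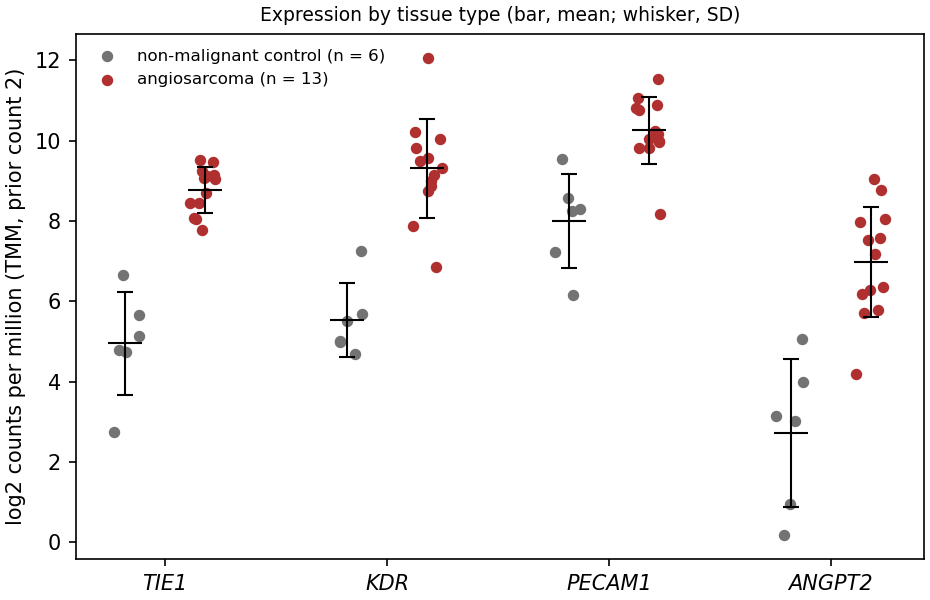
Log2 CPM of 4 endothelial and angiogenic genes in non-malignant controls (gray, n = 6) and angiosarcomas (red, n = 13), with each point a sample, the bar the mean, and the whisker the SD. The tumors lie above all controls for TIE1 and overlap the controls for the other 3 genes.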

The presence of immune and inflammatory infiltrates might be associated with longer survival outcomes, but further research is needed to determine their clinical significance regarding disease progression and their association with the approximately 15% of exceptional survivors reported in canine hemangiosarcoma (51, 52).

The findings from our xenograft experiments provide further evidence supporting the concept that the disordered vascular organization in these tumors is driven by the tumor cells (1, 21, 23). Our experiments reveal that the tumor vessels are comprised of both malignant tumor cells and nonmalignant host endothelial cells, a phenomenon that appears to be unique to hemangiosarcoma among the three types of xenografts we investigated. This observation underscores the ability of hemangiosarcoma cells to adopt endothelial functions and suggests that nonmalignant cells play a role in the formation of aberrant blood vessels in vasculogenic tumors. Interestingly, our experiments also demonstrate that the stromal cells in these xenografts contribute to the angiogenic and inflammatory transcriptional signatures. This highlights the possibility that the stromal cells themselves are also influenced or reprogrammed by the malignant cells and supports a complex interplay between the tumor and its microenvironment. These findings highlight a potential vulnerability in the formation of the hemangiosarcoma niche, where the interactions between the tumor cells and their microenvironment are tightly orchestrated.

The initial perplexity surrounding the development of exuberant myeloid and erythroid hyperplasia, as well as bona fide lymphomas, arising from mouse cells in animals with primary or secondary hemangiosarcoma xenografts has led us to investigate the underlying etiology. Our results suggest that a transmissible etiology from dog to mouse is unlikely to be the cause of these expanded hematopoietic cell populations. Instead, our data indicate that canine hemangiosarcomas have the capability to support robust expansion and differentiation of HPCs *in vitro*, which may account for the expansion of myeloid cells *in vivo* in mice and in primary canine and human tumors. This expansion of nonmalignant HPCs and mature leukocytes may also explain why clonal mutations (46) and fusions (8) are found less often in the inflammatory subtype of canine hemangiosarcoma. These findings are consistent with a previous report of angiosarcoma in the BM of a human patient with tumor-associated myeloid proliferation and extramedullary hematopoiesis (53). In the case of lymphomas that occurred in animals, MuLV might have driven the transformation of residual lymphoid elements within a hyperproliferative environment created by the hemangiosarcoma cells, but the precise etiology needs further investigation.

Other unexpected tumors have been reported in xenograft experiments and preclinical models of stem cell transplantation. For example, transplantation of murine MSCs has been shown to induce tumor formation and tissue malformation, possibly due to genetic instability and/or cellular transformation (54–56). Similarly, patient-derived xenografts of human solid cancers, such as breast, colon, pancreatic cancer, and rhabdomyosarcoma, have been reported to induce lymphomagenesis or lymphocytic tumors in immunodeficient mice, but in these cases, the tumors were derived from human tumor-infiltrating lymphocytes transformed by EBV (57–60). Importantly, these previously reported tumors were all of donor origin, while the tumors observed in our study originated from the mouse recipients and were distinct from the donor hemangiosarcomas.

We were unable to find any reports of hematopoietic tumors of recipient origin arising from xenotransplantation experiments using other types of canine cancers in the literature, and we have not observed such events in our own studies (29, 61, 62). In seeking feedback for our conclusions, we learned that Dr. Stuart Helfand had observed similar results when he transplanted the SB-HSA canine hemangiosarcoma cell line in NOD mice; however, he did not report these observations at the time (Dr. S. Helfand, personal communication). Thus, this finding appears to be unique to canine hemangiosarcoma and may be attributed to the ability of hemangiosarcoma cells to support hematopoietic expansion. Our findings also suggest that the normal counterparts of canine hemangiosarcoma cells might contribute to the development of hematopoietic malignancies through the creation of a permissive niche.

In this context, it is noteworthy that a shared region of the canine genome has been found to be significantly associated with B-cell lymphomas, hemangiosarcomas, and other blood-derived tumors in various breeds of dogs belonging to distinct genetic clades (63–65). This finding highlights the intriguing possibility of a molecular connection between these seemingly distinct tumors, suggesting that disruptions in hematopoiesis and cellular reprogramming may contribute to their development (66). It also sets the origin of this potential genomic vulnerability prior to the derivation of modern dog breeds.

The capacity of the hematopoietic niche to accommodate BM transplants and adoptive cell therapies has revealed its resilience, with BM stromal cells exhibiting high resistance to chemotherapy and radiation. These intrinsic properties may explain the relatively poor long-term responses of human patients with angiosarcoma and dogs with hemangiosarcoma to cytotoxic therapies, and they could provide opportunities for the development of more effective treatments. However, it is important to recognize that therapies targeting the hematopoietic niche may also carry the potential for high toxicity.

Our data present a novel model to elucidate the capability of canine hemangiosarcomas, and potentially human angiosarcomas, to regulate hematopoiesis. We propose that the malignant endothelial cells have the capability to create niches that promote angiogenic proliferation and hematopoietic expansion, contributing to distinct tumor immune and inflammatory phenotypes, as illustrated in Fig. 6. The robust inflammation observed in some of these tumors may therefore be intrinsic to the tumor itself, rather than solely due to extrinsic factors associated with tissue disruption. These paths of differentiation may also influence the biological behavior of the tumors, with those exhibiting strong angiogenic propensity displaying more aggressive behaviors (8).

**FIGURE 6:**
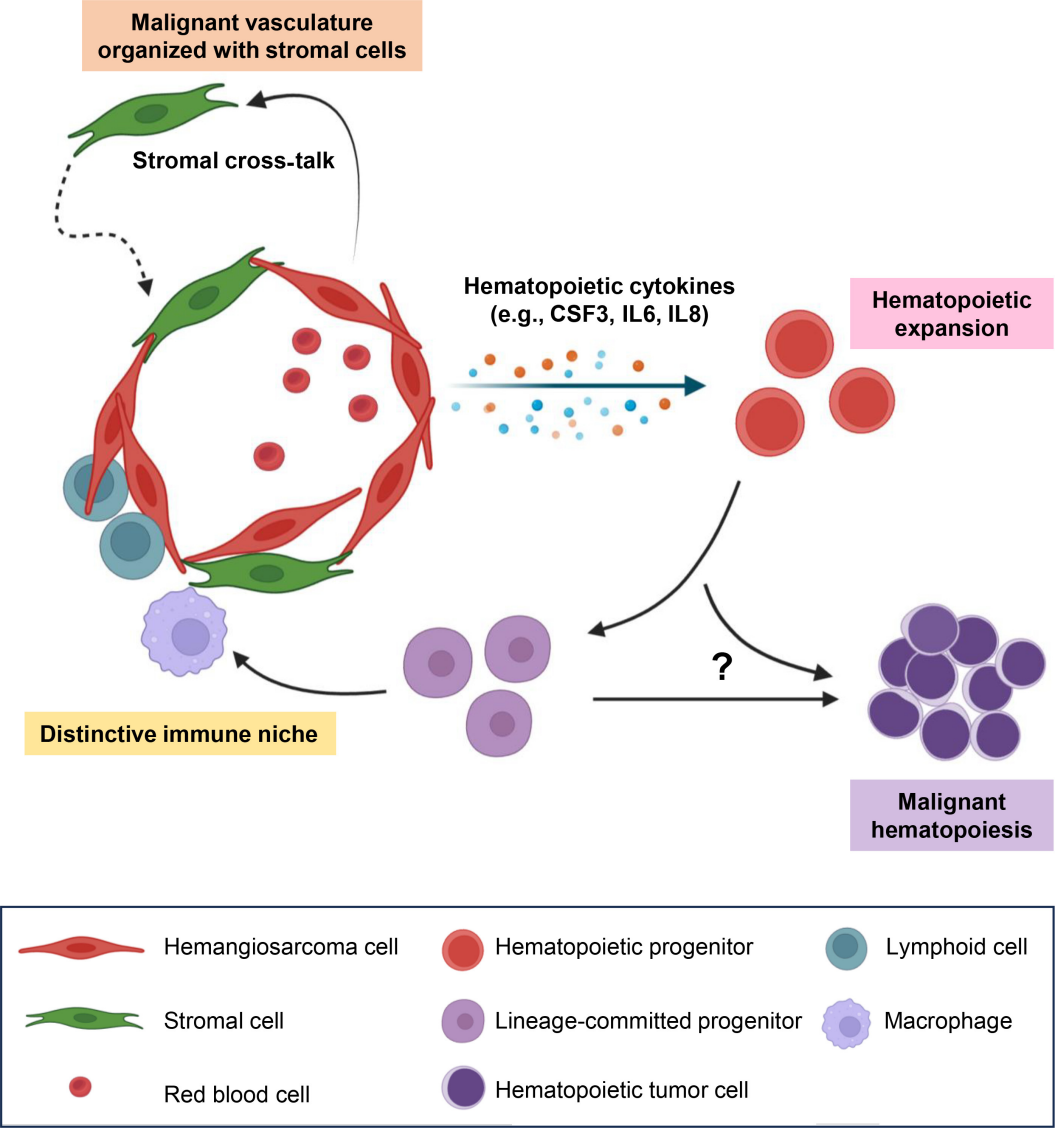
Potential mechanisms that organize malignant vessels and establish distinct immune phenotypes in hemangiosarcoma. Hypothetical models illustrate that hemangiosarcoma cells may orchestrate with nonmalignant stromal cells to create malignant vascular channels through close intercellular cross-talk. Malignant vessels may facilitate the recruitment of hematopoietic progenitors, delivering of signaling molecules that promote lineage commitment of immune cells. This process enables hemangiosarcoma to create a niche for hematopoietic expansion and inflammation, establishing a vascular malignancy with a distinct immune phenotype or potentially giving rise to a hematopoietic tumor.

In conclusion, our study adds to the growing body of evidence demonstrating the complex interactions between tumor cells and the host microenvironment. Further investigations are warranted to unravel the underlying mechanisms that drive these observations and ascertain their significance in the development of human cancer.

## Supplementary Material

Supplementary Figure S1 Supplementary Figure S1

Supplementary Figure S2 Supplementary Figure S2

Supplementary Figure S3 Supplementary Figure S3

Supplementary Figure S4 Supplementary Figure S4

Supplementary Figure S5 Supplementary Figure S5

Supplementary Figure S6 Supplementary Figure S6

Supplementary Figure S7 Supplementary Figure S7

Supplementary Figure S8 Supplementary Figure S8

Supplementary Figure S9 Supplementary Figure S9

Supplementary Figure S10 Supplementary Figure S10

Supplementary Table S1 Supplementary Table S1

Supplementary Table S2 Supplementary Table S2

Supplementary Table S3 Supplementary Table S3

Supplementary Table S4 Supplementary Table S4

Supplementary Table S5 Supplementary Table S5

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S1

# Supplementary Figure S1

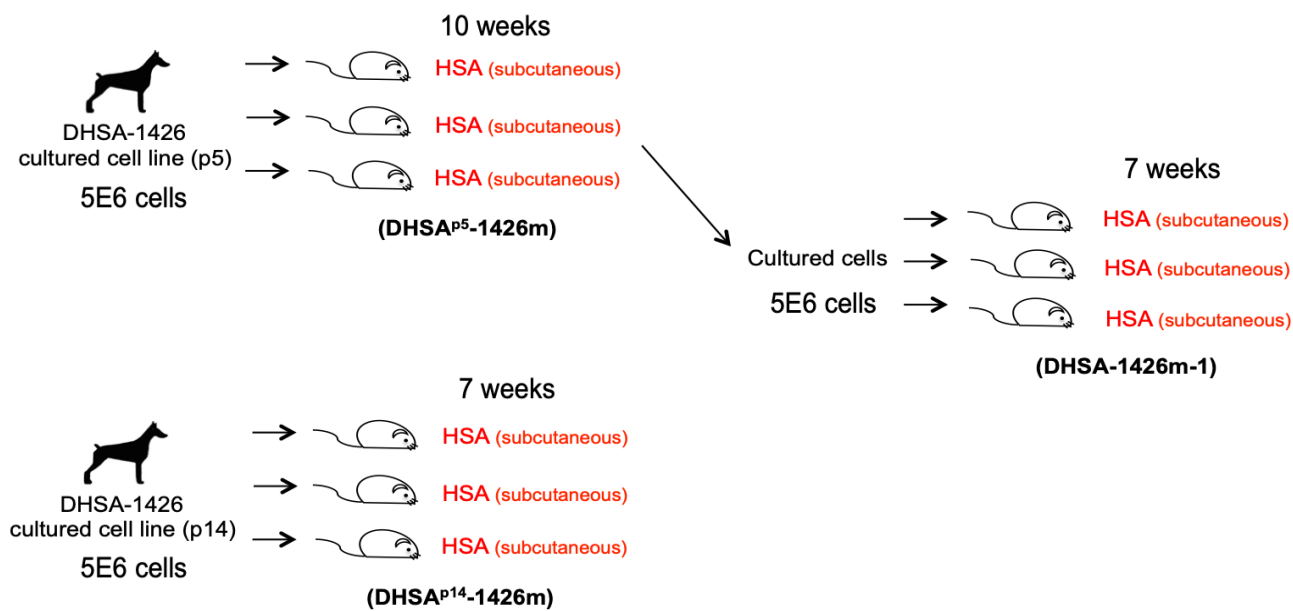

**Supplementary Figure S1. Serial transplantation of canine hemangiosarcoma cells in immunodeficient mice.** Xenograft tumors were reproducible by inoculation of passage 5 (p5) and p14, DHSA-1426 cells. DHSA-1426 cells from p5 were serially passaged into new recipient mice and tumor development was accelerated from 10 weeks in the initial xenografts to seven weeks in the first passage xenografts. The additional time in culture (from p5 to p14) also accelerated development of xenografts from 10 to seven weeks.

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S2

## Supplementary Figure S2

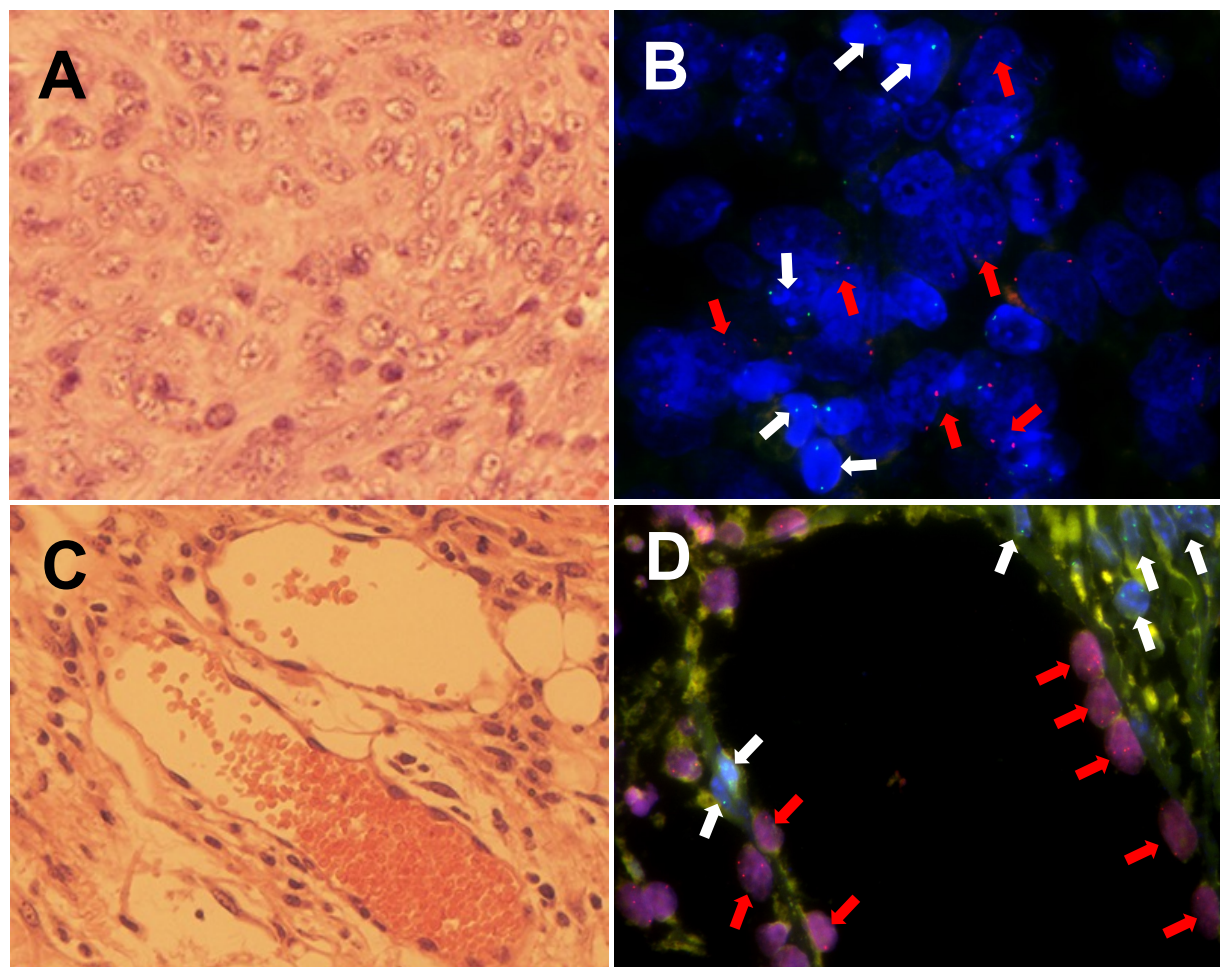

**Supplementary Figure S2. Organization of tumor and stromal cells in mouse xenografts of canine hemangiosarcoma.** Representative microphotographs show that hemangiosarcoma tissues formed in xenografts contain two distinct areas: the tumor-propagating area (**A** and **B**) and microvascular channels (**C** and **D**) in adjacent tumor. (**A** and **C**) H&E stained histological images were acquired using a bright-field microscope. (**B** and **D**) Fluorescence *in situ* hybridization images were obtained using canine-specific (*CXCL8*, red) and mouse-specific (X chromosome, green) probes in canine hemangiosarcoma xenografts, transplanted into receptive immunodeficient female mouse hosts. Red and white arrows point to representative xenograft canine tumor cells and mouse stromal cells, respectively, to aid in identification.

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S3

# Supplementary Figure S3

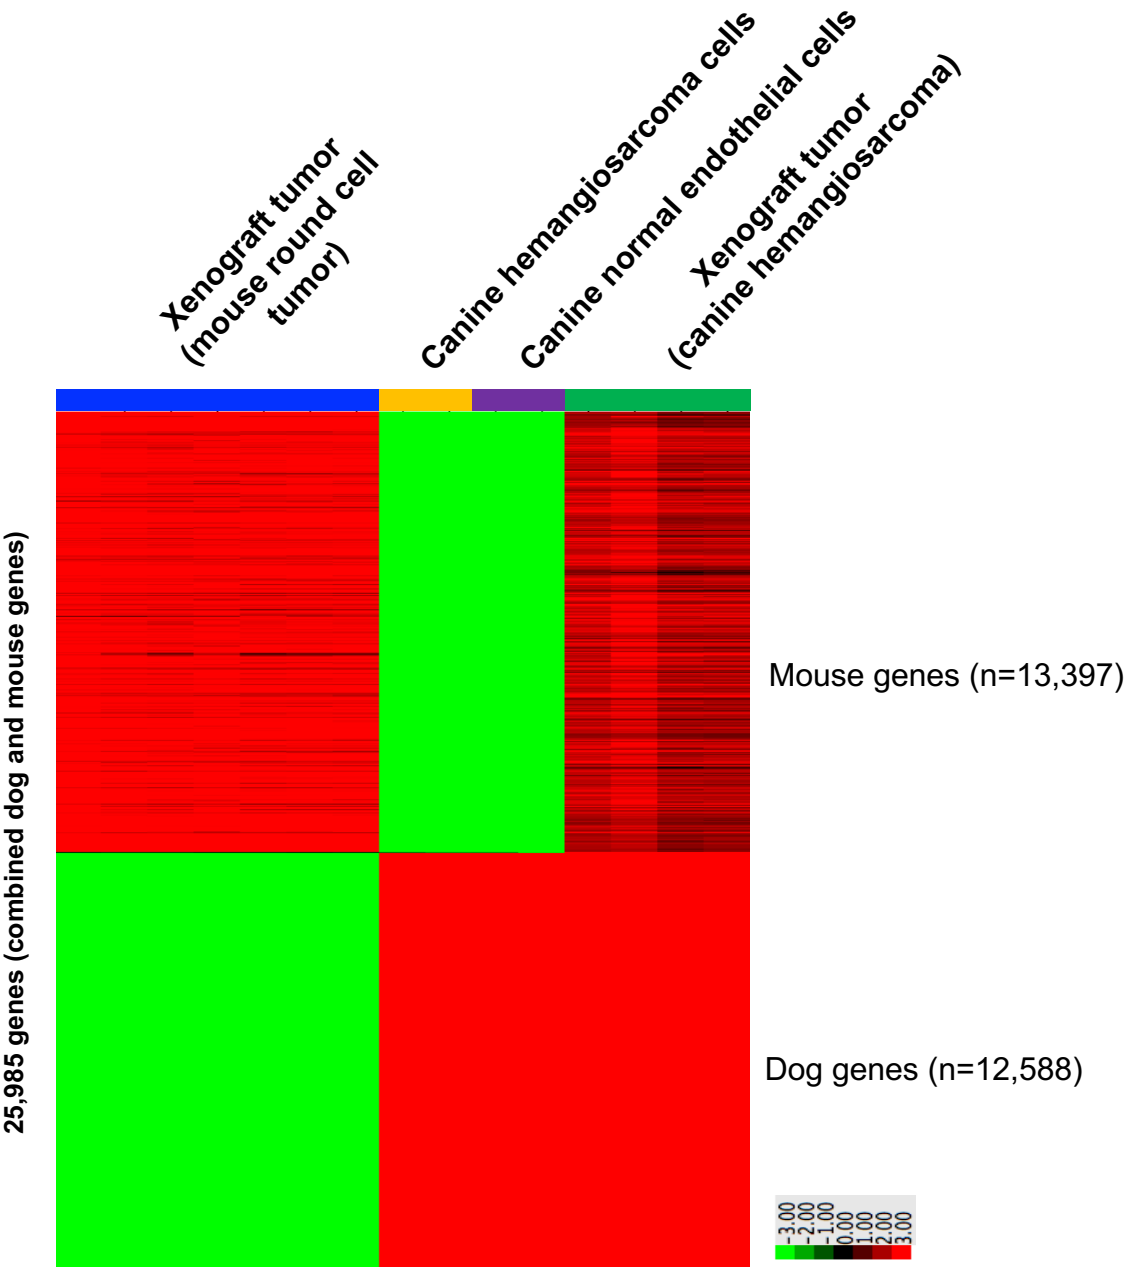

**Supplementary Figure S3. Identification of dog tumor and mouse stromal signatures from hemangiosarcoma xenografts.** We identified donor (dog) and host (mouse) genes in mouse round cell tumors (N = 7; blue column bar) and hemangiosarcoma xenografts (N = 4; green column bar) using RNA-seq and our dog/mouse hybrid genome bioinformatics pipeline. Sequencing reads to canine and murine genes within xenograft tumors were mapped to dog (canFam3) and mouse reference genome (mm10) using a HISAT2. Species-specific gene counts were calculated as described. Canine hemangiosarcoma cells (N = 2; yellow column bar) and normal endothelial cells (CnAOEC; N = 2; purple column bar) cultured in *in vitro* were used as controls. A heat map shows up-regulated (red) and down-regulated (green) genes between genes by unsupervised hierarchical clustering (average linkage; mean- centered; log2 transformed).

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S4

# Supplementary Figure S4

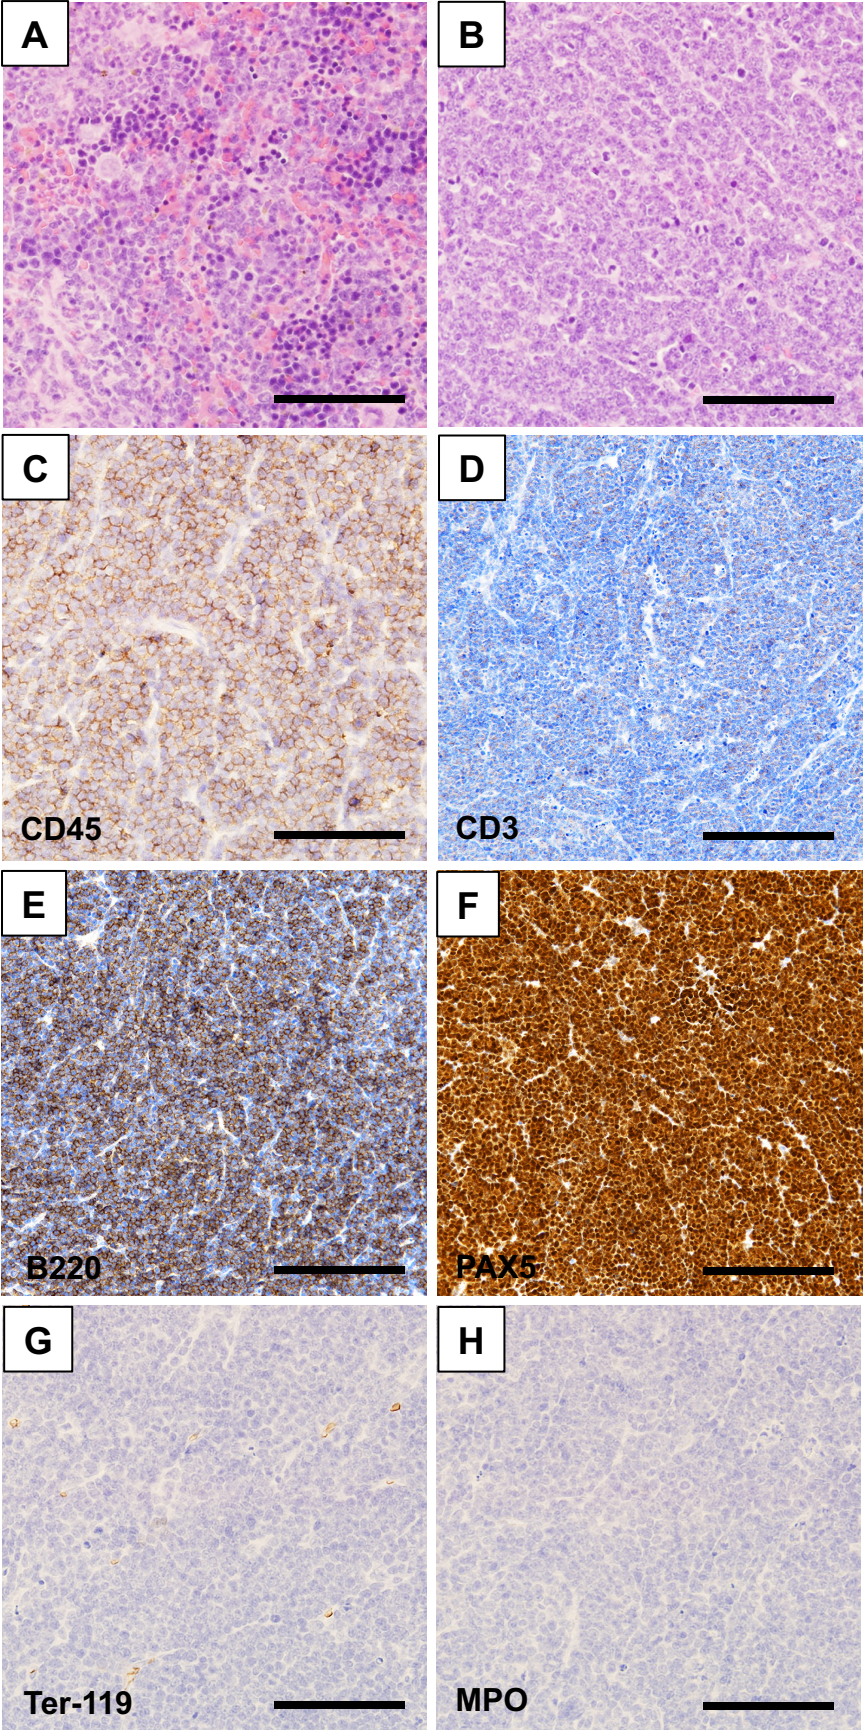

## Supplementary Figure S4. Round cell tumor developed from xenotransplantation of canine hemangiosarcoma in immunodeficient mice. (A and B)

Representative photomicrographs display histopathology of tumors from BNX mice transplanted with DHSA-1426 hemangiosarcoma cell line. H&E stain; splenic tumor (A) and tumor in lymph node (B).

Immunohistochemistry was done in lymph node tumors with anti-CD45 (C), anti-CD3 (D), anti-B220 (E), anti-PAX5 (F), anti-Ter-119 (G), and anti-MPO (H) antibodies. Horseradish peroxidase conjugates were used. Counterstain = hematoxylin. Bar = 50 μm.

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S5

# Supplementary Figure S5

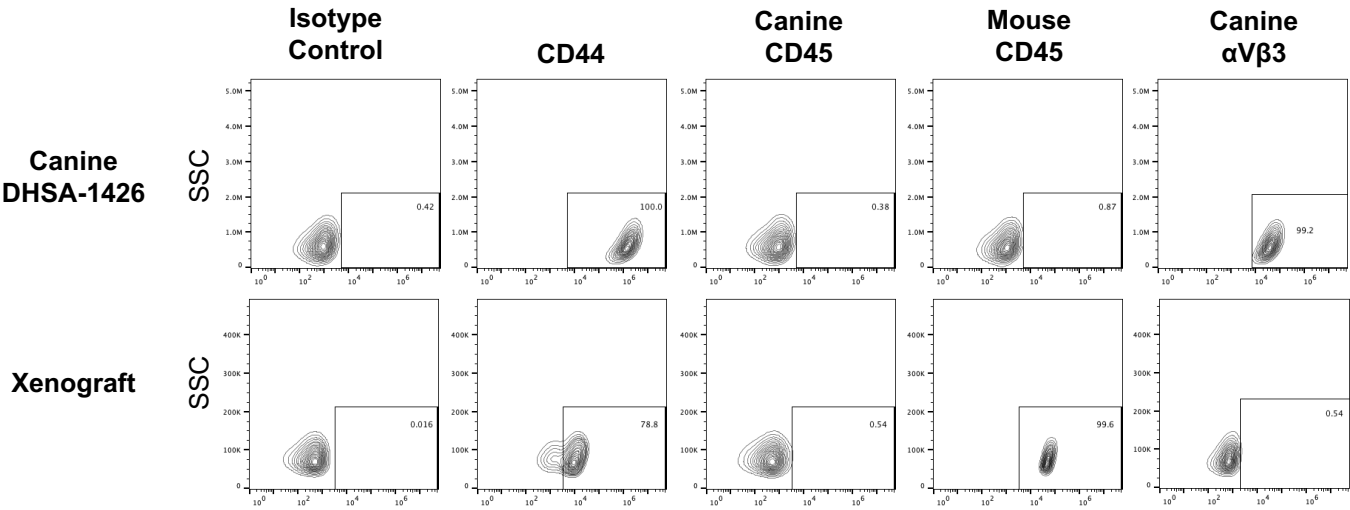

## Summary of staining

|                       | CD44 | Canine CD45 | Mouse CD45 | Canine $\alpha V\beta 3$ |
|-----------------------|------|-------------|------------|--------------------------|
| DHSA-1426 cells       | High | Low         | Low        | High                     |
| Xenograft tumor cells | High | Low         | High       | Low                      |

**Supplementary Figure S5. Flow cytometric analysis of mouse round cell tumors from xenograft of canine hemangiosarcoma.** Contour plots show cell population stained with anti-canine CD45, anti-mouse CD45, and anti-human  $\alpha V\beta 3$ -integrin antibodies in canine DHSA-1426 cells and mouse round cell tumors. Anti-CD44 antibody (dog- and mouse-cross-reactive) was used as staining positive control.

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S6

# Supplementary Figure S6

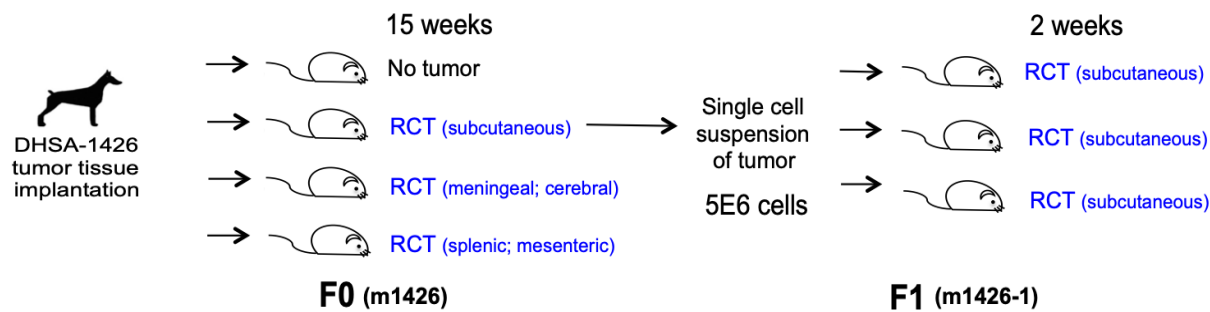

**Supplementary Figure S6. Schematic illustration of incidence of mouse round cell tumor and hemangiosarcoma in xenotransplantation of canine hemangiosarcoma in immunodeficient mice.** Splenic tumor fragment obtained from a dog with hemangiosarcoma was surgically implanted into the flank of BNX mice. Three of four mice developed round cell tumors at 15 weeks. After the tumors were harvested,  $5 \times 10^6$  tumor cells in single cell suspension were implanted into three mice, and all of the mice developed round cell tumors two weeks later.

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S7

Supplementary Figure S7

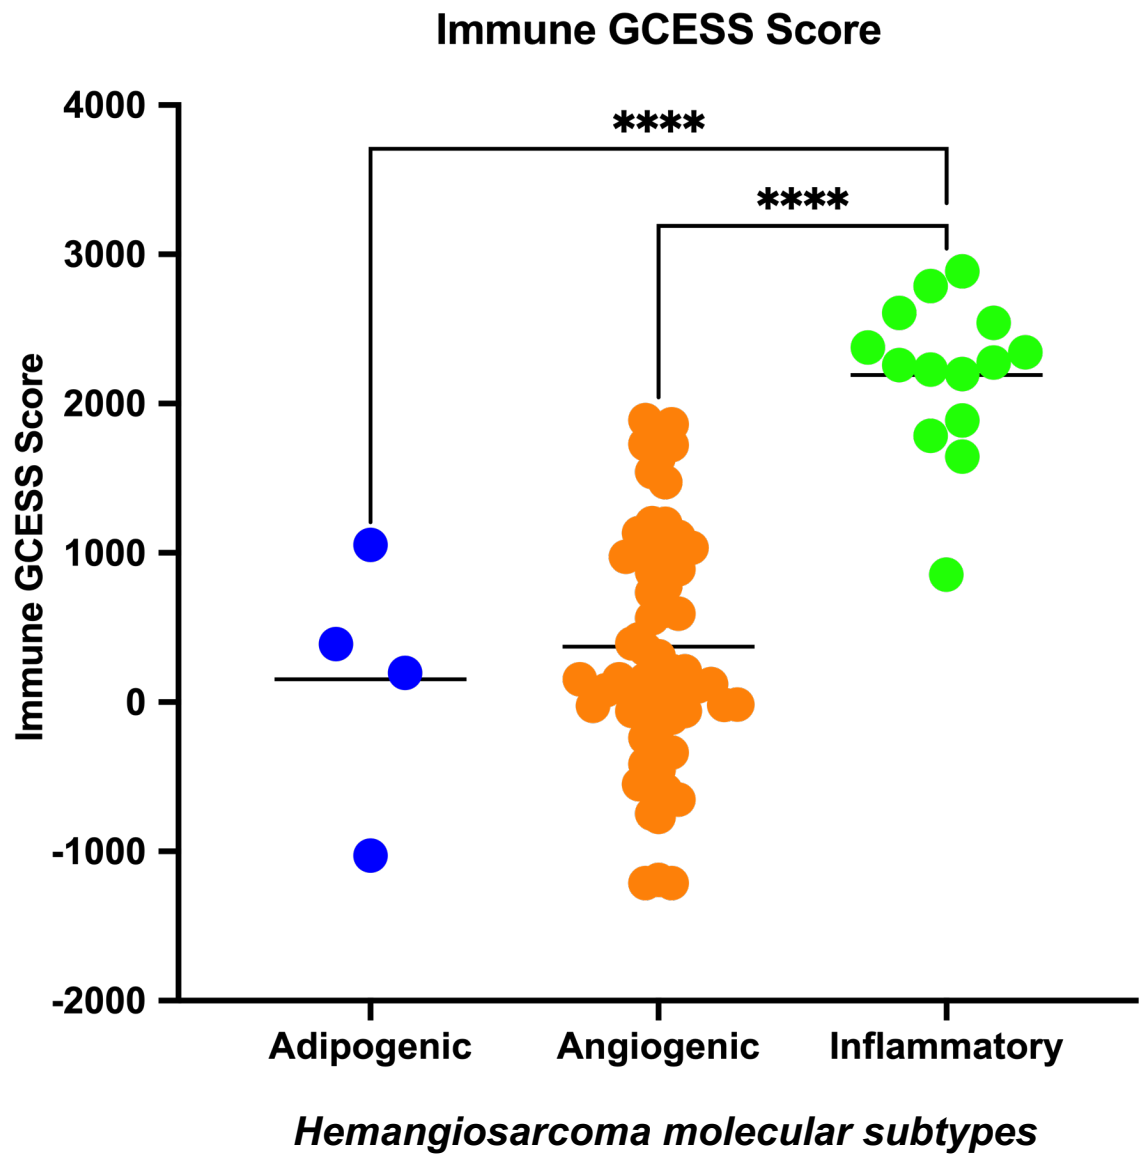

**Supplementary Figure S7. Immune GCESS scores in RNA-seq data of canine hemangiosarcoma tissues.** (A) A total of 76 canine hemangiosarcomas were analyzed for immune GCESS scores (adipogenic, N=4; angiogenic, N=58; inflammatory, N=14). Three molecular subtypes of canine hemangiosarcomas were identified as previously described [Ref 4,8]. One-way ANOVA test; \*\*\*\*,  $P<0.0001$

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S8

# Supplementary Figure S8

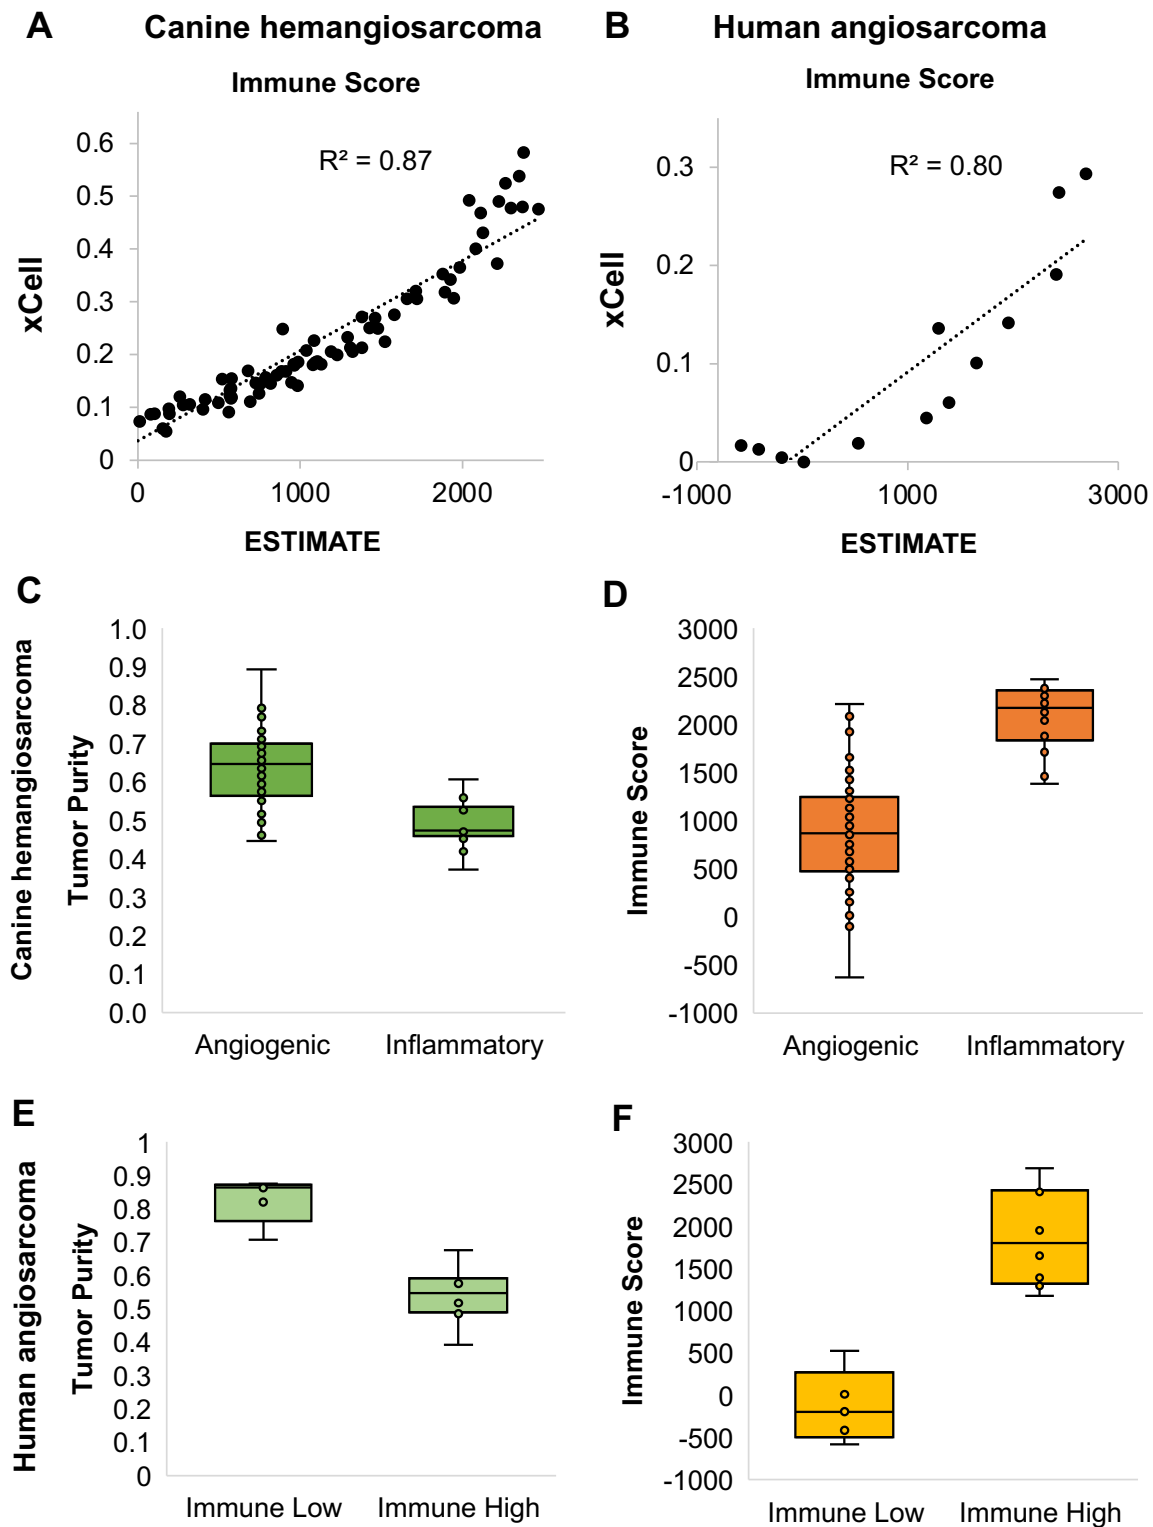

**Supplementary Figure S8. Transcriptional immune and tumor purity score in canine hemangiosarcoma and human angiosarcoma.** (A and B) Scatter plots display correlation between immune scores predicted by ESTIMATE (x-axis) and *xCell* (y-axis) tools in canine hemangiosarcoma (A) and human angiosarcoma (B). Coefficient of determination ( $R^2$ ) was calculated by linear regression. (C - F) Box and Whisker plots show tumor purity and immune scores between canine angiogenic and inflammatory hemangiosarcoma (C and D) and between human angiosarcoma with low and high immune signature (E and F).

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S9

Supplementary Figure S9

A

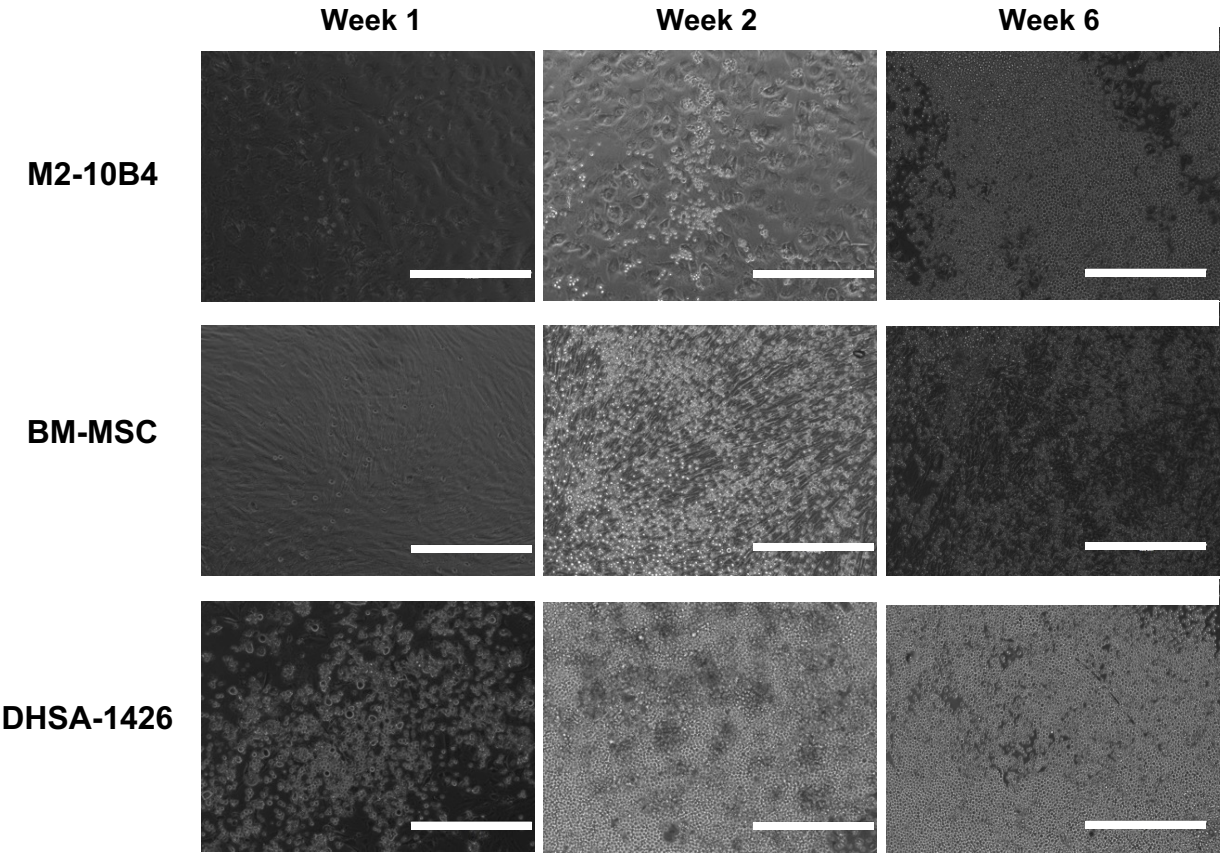

B

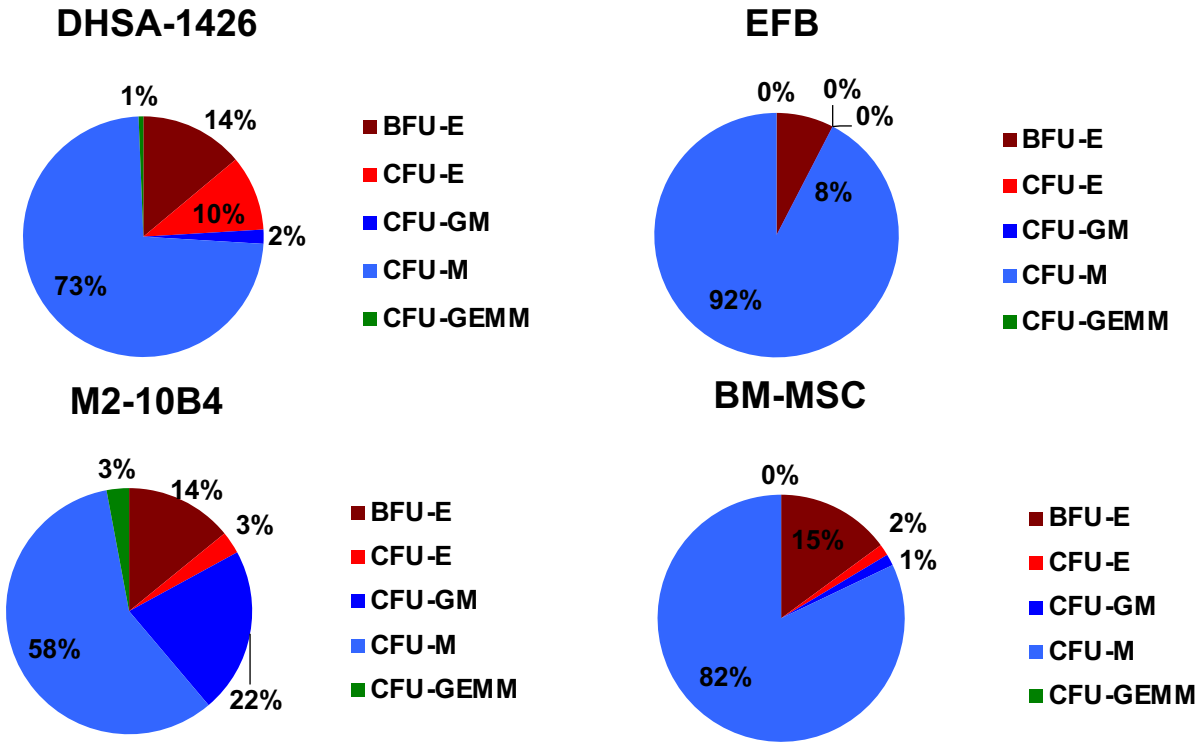

**Supplementary Figure S9. Long-term culture initiating cell and hematopoietic colony-forming unit assays on CD34<sup>+</sup> cells and canine hemangiosarcoma cells. (A)** Representative photomicrographs display proliferation of CD34<sup>+</sup> hUCB cells co-cultured with M2-10B4, BM-MSC, and DHSA-1426 cells at week 1, 2 and 6. Bar = 400 μm. **(B)** Pie charts present colony-forming units differentiated from CD34<sup>+</sup> hUCB cells by co-culture with different feeder cells, DHSA-1426, EFB, M2-10B4, and BM-MSC.

# Supplementary material for: Hemangiosarcoma Cells Promote Conserved Host-derived Hematopoietic Expansion
**Source:** Cancer Res Commun. 2024 Jun 11;4(6):1467–80. doi: 10.1158/2767-9764.CRC-23-0441
**Supplement:** Supplementary Figure S10

# Supplementary Figure S10

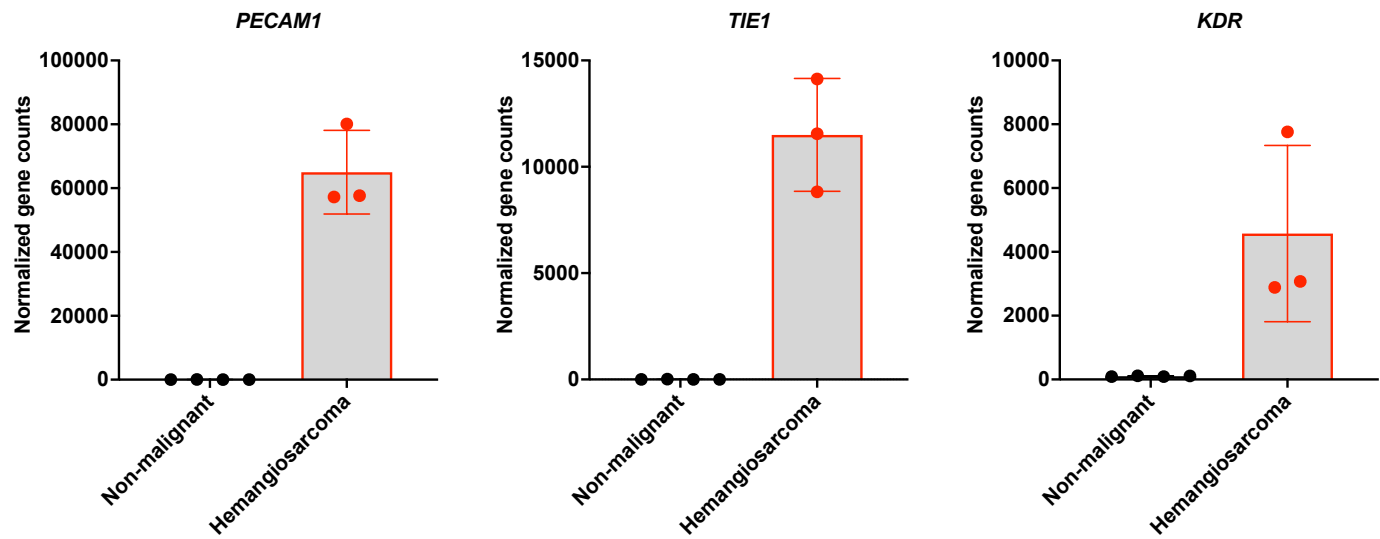

**Supplementary Figure S10. Expression of representative marker genes for endothelial progenitors in DHSA-1426 hemangiosarcoma cells.** Bar graphs display normalized count values for *PECAM1*, *TIE1*, and *KDR* genes in RNA-seq data generated from DHSA-1426 cells (n=3) and non-malignant endothelial cells (n=4).

How the deposited data were processed for this re-analysis (not part of the article)

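Gene expression was measured by RNA-seq in 13 human angiosarcomas and 6 non-malignant human tissue samples. The authors deposited a table of raw counts per gene for these 19 samples, with 60675 rows listed by gene name and no normalization. The paper's text refers to earlier reports for how the reads of the human samples were processed, and does not name their genome build, aligner, or annotation. Counts were whole numbers, and 49.97% of counts of 100 or more were even, so the reads of a pair had not been counted separately. Every column of the table was matched to a sample by its name. No row was without a gene name. Left out were 2113 rows with a repeated gene name and 24 rows whose name had become a date, which together held between 0.288% and 0.837% of the counts of a tumor and between 0.164% and 0.405% of the counts of a control. Genes that share reads with near-identical copies or overlap other genes are uncertain, because the counting method is not stated.

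Total counts ranged from 50681000 to 89909378 in tumors and from 44689932 to 73898070 in controls. At these depths the variation between samples, not counting error, limits the precision of well-counted genes. The 50 genes with the most counts took between 12.0% and 20.7% of the counts in tumors and between 15.2% and 53.5% in controls. The paper's targeted depth is stated for xenograft libraries and was not used here.

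Tumors were compared with controls using edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr by condition, robust quasi-likelihood dispersions, and Benjamini-Hochberg adjusted p-values at a threshold of 0.05. Standard errors of log2 fold changes were the log2 fold change divided by the square root of the quasi-likelihood F statistic. In simulated counts with 200 of 22890 genes changed by 2 on the log2 scale, the test made 72 calls, of which 70 were among the changed genes, so it recovered 35% of them with 2.8% false calls. In the same simulation with a continuous score, 144 calls were made and 138 were correct. Lists of genes were tested with camera and fry in limma 3.58.1 on log2 CPM, with a preset correlation of 0.01 for camera and 1 family of 14 lists. The lists were leukocyte, T-cell, B-cell, macrophage, granulocyte, endothelial, angiogenic factor, erythrocyte, adipocyte, epithelial, skeletal muscle, proliferation, cytokine, and cytokine receptor genes. DESeq2 1.42.0 was used as an alternative.

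Within the tumors, clustering and scores were computed with Python 3.11.15, numpy 2.4.6, and scipy 1.17.1. Clustering used the 15662 genes that passed filterByExpr over the tumors, of which those with an SD of at least 1 were kept. This filter demanded counts in nearly all tumors, so genes expressed in a few tumors only were not clustered. Each list score was the mean of mean-centered log2 CPM over all genes of the list, with a prior count of 2. Correlations were tested with 100000 permutations, two-sided, in a family of 11, and were repeated without the 2 tumors farthest from the median. Random lists were drawn from the 100 genes nearest in mean expression. In simulated data, all 60 genes planted in a cluster were found together with 2 of 1000 other genes, and 42 of 1000 draws without correlation had p below 0.05. Genes that rise or fall with the leukocyte score were tested with edgeR with the score as a continuous covariate, leaving out the leukocyte genes.

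Genes named in the text were those of the lists, the genes the paper names for cytokines and their receptors, and the 3 largest and 3 smallest log2 fold changes among genes past the threshold with a mean of at least 10 CPM and every tumor on the same side of every control. KRT1, KRT10, STATH, ZG16B, PIP, and SFTPC, abundant genes of single controls, fall outside this rule and were chosen after their values were seen. The lists, this rule, the designs, and most alternatives were fixed before the data were examined. Alternatives that left out each sample in the comparison of tumors with controls, that used tumors 1 to 6 and controls 1 to 6 without a block, and that kept genes with at least 10 counts in 3 tumors were chosen after seeing the data. The division of tumors into immune-high and immune-low groups was not repeated because the members of these groups are not stated in the paper's text, and tumors were never grouped by a measured score. xCell, ESTIMATE, and the canine and xenograft data were not used here. Gene positions came from GENCODE 44 on GRCh38, matched by gene name, and no coordinate was taken from the count table.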

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

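In this part, the comparison of library sizes, the fits that left out 1 sample, and the splits of the samples were tests chosen after the results were seen. Among the 6 controls, 33 sets of values (14 list means and 19 named genes) were examined for a sample far from the others, and 2 stood out, where 1.65 are expected by chance at 5% per set. The mean of the skeletal muscle list was 14.32 log2 CPM in control 2 and 3.37 in the next control, a gap of 0.754 of the range. TNNI2, a skeletal muscle gene, was at 11.18 in control 2 and 5.20 in the next, a gap of 0.633 of the range. Both flags therefore concern 1 library and 1 tissue. The log2 fold change of TNNI2 between tumors and controls was -8.91 with all samples and -3.79 without control 2. The label of control 2 names another organ than skeletal muscle. Neither a mislabelled sample nor muscle beside the named organ was tested for it, and both stay open.

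Genes of the proliferation list, which the paper does not discuss for the human tumors, were higher in the tumors. All 10 genes had a positive log2 fold change with a median of 1.80, 6 passed the threshold over all genes tested, and 9 passed it adjusted over the list alone. The list was called as a set by camera (adjusted p = 5.41e-10) and by fry (adjusted p = 0.000524), and not when the correlation between its genes was estimated (adjusted p = 0.135). A difference in library size is argued against, since the median total counts of the tumors were 1.04 times those of the controls. A single control is argued against as the whole cause, since the call held in the 6 fits that each left out 1 control. The highest adjusted p of these was 1.54e-08, from camera with the preset correlation of 0.01. The estimated correlation was 0.818, so this p-value overstates the evidence. The controls also differed widely, with list means from 0.44 log2 CPM (control 2) to 5.17 (control 4). The value of control 4 lay within the range of the tumors, 4.78 to 6.27. The organs of the controls differ from those of the tumors, and a difference between organs in the share of dividing cells stays open, as does a difference between malignant and non-malignant tissue.

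By the rule for named genes, the largest increases among genes with every tumor above every control were found in genes that the paper does not discuss. A gene listed as RP3-431P23.5, whose position is not given here because the name is absent from the annotation used, had a log2 fold change of 5.95 (standard error 0.619). MMP16, on chromosome 8 of GRCh38 from 88032011 to 88328025, had a log2 fold change of 5.15 (standard error 0.631). TDO2, on chromosome 4 from 155854738 to 155920406, had a log2 fold change of 5.05 (standard error 0.924). Their adjusted p-values from edgeR's quasi-likelihood test were 0.000165, 0.000466, and 0.00196, and the smallest values over the fits that each left out 1 sample were 5.77, 4.99, and 4.66 on the log2 scale. In all, 120 genes had every tumor above every control and 97 had every tumor below. As many genes past the threshold were found in 1 of 100 splits of the 19 samples into groups of 13 and 6, the real split included, and the other splits gave a median of 0 and at most 611 genes.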

How the results depend on the processing

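Of 55 results, 22 kept their direction and their side of the threshold under every alternative other than leaving out 1 library. The TMM and upper-quartile normalizations gave similar counts of genes (1412 and 1401 higher, 2528 and 2432 lower), of which 1376 higher and 2418 lower genes were shared. The DESeq2 test gave 2296 higher and 2780 lower genes, the filter of at least 10 counts in every sample gave 951 higher and 1565 lower genes, and no filter gave 1421 and 2970. The cause of the larger number with DESeq2 was not tested. The median log2 fold change of all genes was -0.08 and 0.07 without a filter, so fold changes near this size carry no direction. With the lung and breast samples alone and organ as a term, 0 genes were higher and 0 lower (3498 had an unadjusted p below 0.05), 0 endothelial, 0 angiogenic factor, and 0 cytokine or receptor genes passed, only 4 tumors and 2 controls entered the fit, and the organ labels of the controls are in doubt.

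Tumors and controls share the replicate numbers 1 to 6 in their labels. Deviations from the group means of same-numbered samples had correlations between -0.138 and 0.33, so the numbers do not pair the samples. With the replicate block over these 12 samples, 45 genes were higher and 13 lower, of which 77.6% were higher against 35.8% in all samples. Under the block 1 endothelial gene, 0 angiogenic factor genes, and 0 cytokine or receptor genes passed. The same samples without the block, a fit chosen after seeing the data, gave 441 higher and 335 lower genes and 0 cytokine or receptor genes. The block spends degrees of freedom on numbers that pair nothing.

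Over the 19 fits that each left out 1 sample, the higher genes ranged from 1051 to 1501 and the lower genes from 1574 (without control 2) to 2718, the endothelial genes from 6 to 7, the angiogenic factor genes from 4 to 6, and the cytokine or receptor genes from 0 to 1. The 1 called cytokine gene was CXCL8, which was not called in 7 of these fits, without any filter on low counts (0 genes), or without the control labelled as the lymphoid organ (0 genes).

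With the correlation between genes estimated, camera gave adjusted p-values of 0.135 for the endothelial, angiogenic factor, and proliferation lists and 0.648 for the adipocyte and skeletal muscle lists, and fry gave 0.107 for adipocyte and 0.0896 for skeletal muscle genes. Without the control labelled as the lymphoid organ, camera's direction turned from up to down for the leukocyte (adjusted p = 0.821), T-cell (0.994), and macrophage lists (0.821). That sample, control 5, had a B-cell list mean of -1.10 log2 CPM, while control 4, which was kept, had 5.80. Leaving out control 5 therefore does not show what removing lymphoid tissue would do, for these lists or for CXCL8. Over the 6 fits that each left out 1 control, the adjusted p ranged from 0.270 to 0.958 for the leukocyte, from 0.361 to 0.994 for the T-cell, from 0.0847 to 0.732 for the B-cell, from 0.108 to 0.958 for the macrophage, from 0.198 to 0.982 for the granulocyte, from 0.674 to 0.831 for the erythrocyte, and from 0.00180 to 0.234 for the adipocyte list, the last value without control 1. The first 6 of these lists changed direction in at least 1 of the fits.

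Among single genes, the sign of CSF3 turned to 0.51 under the block, and it ranged from -1.49 to 1.27 over the fits that left out 1 sample. With all samples, the log2 fold changes of CXCL1, CXCL2, and CXCL5 were 0.307, 0.072, and 5.18 (adjusted p = 0.902, 0.972, and 0.105). CXCL8 was at -0.084, CXCL1 at -3.45, CXCL2 at -3.35, CXCL5 at -3.19, and CSF3R at -1.90 in the lung and breast samples alone. CXCL1 was at -1 and CXCL2 at -0.12 under the block, and in the same samples without it CXCL1 was at -1.75, CXCL2 at -0.60, and CSF3R at -1.02. CXCL2 was at -0.17 without the control labelled as the lymphoid organ. Over the fits that left out 1 sample, CXCL1 ranged from -1.01 to 2.71, CXCL2 from -0.68 to 0.79, CXCL5 from 1.92 to 5.59, CSF3R from -1.33 to 1.34, and CXCR2 from -2.48 to 0.024. Under the alternatives other than leaving out 1 sample, named genes kept their direction and lost their call in 19 cases, counted over genes and alternatives, CXCL8 also lost its call where its sign turned in the lung and breast samples alone (adjusted p = 0.984), and none gained a call. With 1 sample left out, CXCL8 lost its call in 7 fits, and IL6R, not called with all samples, was called without tumor 8 (log2 fold change -2.08, adjusted p = 0.021). DESeq2 gave no adjusted p for TNNI2 and CXCL1.

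The immune cluster held 834 genes with 12 leukocyte genes when the tree was divided at a correlation of 0.3, and 141 genes with 7 leukocyte genes at 0.7. With genes of at least 10 counts in 3 tumors, an alternative chosen after seeing the data, it held 815 genes, of which 289 were among the 437, and it contained 10 of 12 T-cell, 11 of 12 macrophage, and 5 of 12 B-cell genes. The leukocyte score varied more than every list of random genes under each alternative, which any list of genes that vary together would do and which carries no weight here. Its SD ranged from 1.37 to 1.59 over the 13 fits that left out 1 tumor. The granulocyte r was 0.569 with ranks, and ranged from 0.551 to 0.666 with 1 tumor left out, where it passed the threshold in 4 of 13 fits. The endothelial r ranged from -0.669 to -0.353 and the angiogenic factor r from -0.168 to 0.022. The number of genes that rose with the leukocyte score was 470, 893 with DESeq2, 781 without a filter, 839 with at least 10 counts in 3 tumors, and 226 with the T-cell score in its place. Genes that fell numbered 28, and 219, 81, and 47 under the first 3 of these. With 1 tumor left out, the numbers ranged from 276 to 484 for rising and from 3 to 60 for falling genes, the lowest without tumor 10. Depth does not limit these results in genes with many counts. Genes with few counts in some tumors enter or leave with the filter.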

Differences from the paper's values

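The paper states that angiogenic tumors had low immune scores in canine and human samples. In the 13 human tumors, the angiogenic factor score showed no detectable relation to the leukocyte score (r = -0.073, permutation p = 0.81). The endothelial score was lower with a higher leukocyte score only as a tendency (r = -0.477, permutation p = 0.10). In fits of single genes on the leukocyte score, 2 of 10 angiogenic factor and 2 of 12 endothelial genes had a positive slope. The median slopes were -0.27 and -0.221, and none of these genes was called. With 13 tumors, a weak relation is not excluded. With the mean of z-scores in place of mean-centered log2 values, r was -0.514 for the endothelial and -0.047 for the angiogenic factor score, and none of the alternatives set before the data were examined brought either relation past the threshold, apart from the fit without tumor 2 for the endothelial score (r = -0.669, adjusted p = 0.039). The paper's scores were made with other tools, and its human comparison was between groups whose members are not named in its text.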

Other observations

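In this part, the comparison of control labels with abundant genes, the relations of the leukocyte score to technical measures, the relation of CXCL8 to the granulocyte score, the comparison of tumor pairs, and the fits of tumors against controls that left out 1 sample were tests chosen after the results were seen. The organ labels of several controls did not match the genes that were abundant in them. The control labelled as the lymphoid organ (control 5) had a mean of -1.10 log2 CPM over the B-cell list, and KRT1 at 8744 and KRT10 at 9014 CPM. Control 4, whose label names another organ, had the highest B-cell mean of the controls, 5.80. The skeletal muscle list was highest in control 2 (14.32), whose label does not name muscle, and the adipocyte list was highest in control 1 (9.64), whose label does not name fat. The control labelled as breast (control 3) had STATH as its top gene, at 10.1% of its counts, with ZG16B at 48629 and PIP at 18829 CPM. The control labelled as lung (control 6) carried surfactant genes, with SFTPC at 8366 CPM, as its label says. A mislabelled sample, or labels exchanged between controls, stays open. The B-cell value of 5.80 raised this question and is no test of it, and tissue from beside the named organ was not tested either. These genes and the keratin genes were chosen after their values were seen. All 6 controls are labelled non-malignant, so each stays in the comparison with tumors, but the values depend on the tissues they hold. The number of lower genes fell from 2528 to 1574 without control 2, and the adjusted p of the adipocyte list rose from 0.0161 to 0.234 without control 1. No sample was reassigned.

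The leukocyte scores of tumors 1 to 13 were 0.89, -1.57, 1.03, 0.38, -2.61, -0.96, 1.71, 1.52, 1.80, -2.26, 0.46, -1.16, and 0.76. The largest gap between neighbouring scores was 1.33, or 30.2% of the range, and 5 scores lay below it. Under the rule fixed before the data were examined, which asked for a gap over a share of 0.5 of the range, separate clusters were not called. The SD of the score, scaled by total counts, was 1.527. It was 1.519 with the 50 largest genes of every tumor removed (195 genes in all), which argues against dominant genes as the whole source. With every tumor drawn down to the lowest total counts, the SD was 1.524 and no score changed by more than 0.008. A score already scaled by total counts could hardly move under this draw-down, so it is no test of library depth. The correlation of the score was 0.254 with the total counts (permutation p = 0.41) and 0.305 without the 2 farthest tumors (p = 0.36), -0.108 with the share of counts in the 50 largest genes (p = 0.73) and -0.416 without these tumors (p = 0.2), and 0.355 with the erythrocyte score (p = 0.23) and 0.046 without these tumors (p = 0.89). With 13 tumors, these correlations exclude no partial share of any of them. RNA of red cells would come with blood, and it was low in the tumors. HBB, HBA2, and HBA1 had medians of 32.55, 9.55, and 1.48 CPM, and the highest HBB value was 383.6. Medians of the leukocyte genes ran from 15.4 (WAS) to 318.5 (LAPTM5). These levels argue against blood as the main source of the score, and a smaller share of blood stays open. With the share of mitochondrial counts r was -0.422 (permutation p = 0.15), and without the 2 farthest tumors -0.616 (permutation p = 0.039), a relation that was not tested further.

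With the leukocyte score as a covariate and the leukocyte genes left out, 470 of 15650 genes rose with the score and 28 fell. With the score permuted among tumors, 0 of 100 permutations gave as many genes, and the most was 9. The rising genes included 6 of the 9 tested T-cell genes, 8 of 11 macrophage genes, 3 of 5 granulocyte genes, 1 of 2 B-cell genes, and both tested cytokine receptor genes (CSF3R, which is also 1 of the 3 granulocyte genes, and IL6R), and 0 of 12 endothelial and 0 of 10 angiogenic factor genes. The score and the counts came from the same tumors, and the immune lineages are themselves leukocytes, so a rise of their genes was likely in advance. This comparison has no groups and is not the comparison of immune-high and immune-low tumors in Fig. 3A.

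The paper measured cytokine genes in canine hemangiosarcoma cells against nonmalignant endothelial cells, and mouse receptor genes in xenografts against mouse lymphomas. It proposes a role that could extend to human angiosarcoma. Here whole human tumors were compared with whole tissues of several organs, so a gene that was not called does not contradict the paper's values. In the human tumors with all samples, only CXCL8 of the 6 cytokine and 3 receptor genes was called against controls, with a log2 fold change of 8.38 (standard error 2.71, adjusted p = 0.0391 from edgeR's quasi-likelihood test). Its median was 43.8 CPM in tumors and 6.43 in controls, its highest value was 33240 in tumor 8, and the log2 fold change was 3.31 without tumor 8 (adjusted p = 0.0556). With DESeq2 it was 3.17. CSF3 (-0.19, adjusted p = 0.945), IL6 (1.58, adjusted p = 0.359), and the receptor genes CSF3R (0.76), IL6R (-1.52), and CXCR2 (-0.52) were not called with all samples, and IL6R was called without tumor 8 (-2.08, adjusted p = 0.021). Tumor 8 also had the highest granulocyte score (5.20). Across the 13 tumors CXCL8 rose with the granulocyte score (r = 0.911, p = 0.00021; rho = 0.593, p = 0.036; permutation tests), and without the 2 tumors farthest from the median granulocyte score, tumor 8 among them, r was 0.680 (permutation p = 0.023). CXCL8 made by granulocytes within the tumors, and granulocytes drawn by CXCL8 from other cells, are both candidate explanations. This relation cannot separate them. Whether tumor cells or granulocytes carried the transcript was not tested.

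The lists not reported above gave the following results against controls. No leukocyte gene passed the threshold (all 12 negative, median log2 fold change -0.39). The leukocyte list was not called as a set, and the set tests on log2 CPM pointed the other way, up (camera adjusted p = 0.902, fry adjusted p = 0.981). No direction is drawn from either. No T-cell (camera adjusted p = 0.902), granulocyte (0.583), erythrocyte (0.902), or cytokine receptor gene (0.541) passed, 2 B-cell genes (0.541), 1 macrophage gene (0.583), and 1 epithelial gene (0.541) were lower, and the cytokine list was not called as a set (0.541). All 7 adipocyte genes and all 10 skeletal muscle genes were lower (camera adjusted p = 0.0161 and 0.000535), with median log2 fold changes of -6.19 and -11.37, and these lists were highest in 1 control each. More genes were lower than higher in the tumors, and this held whichever control was left out, with the share of lower genes at least 55.7%, which argues against a single control as the whole cause. The excess did not hold with fewer tumors: tumors 1 to 6 and controls 1 to 6 gave 441 higher and 335 lower genes, and 45 and 13 with the replicate block. Genes specific to several control organs stay open. The largest decreases by the rule for named genes were in TNNI2, HLF (-4.37, adjusted p = 0.000893), and NTN4 (-3.77, adjusted p = 0.000831).

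Of the 78 pairs of tumors, tumors 1 and 3 were the most alike by Pearson r across genes, with 0.977 against 0.957 for the next pair and a median of 0.905. By chi-square per degree of freedom, tumors 4 and 11 were closer, with 329.71. Genes are not independent replicates. The counts of tumors 1 and 3 differed by far more than sampling noise, with a chi-square per degree of freedom of 337.79, which argues against 1 library deposited under both names. Pieces of 1 tumor or tumors of 1 patient would also differ by more than sampling noise, so whether these tumors are independent stays open, and with it the number of 13 independent tumors. No biological explanation was tested.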
